# ChIP-Seq and RNA-Seq Analyses Identify Components of the Wnt and Fgf Signaling Pathways as Prep1 Target Genes in Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0122518

**Published:** 2015-04-13

**Authors:** Audrey Laurent, Manuela Calabrese, Hans-Jörg Warnatz, Marie-Laure Yaspo, Vsevolod Tkachuk, Miguel Torres, Francesco Blasi, Dmitry Penkov

## Abstract

The Prep1 (Pknox1) homeodomain transcription factor is essential at multiple stages of embryo development. In the E11.5 embryo trunk, we previously estimated that Prep1 binds about 3,300 genomic sites at a highly specific decameric consensus sequence, mainly governing basal cellular functions. We now show that in embryonic stem (ES) cells Prep1 binding pattern only partly overlaps that of the embryo trunk, with about 2,000 novel sites. Moreover, in ES cells Prep1 still binds mostly to promoters, as in total embryo trunk but, among the peaks bound exclusively in ES cells, the percentage of enhancers was three-fold higher. RNA-seq identifies about 1800 genes down-regulated in *Prep1* ^-/-^ ES cells which belong to gene ontology categories not enriched in the E11.5 *Prep1^i/i^* differentiated embryo, including in particular essential components of the Wnt and Fgf pathways. These data agree with aberrant Wnt and Fgf expression levels in the *Prep1* ^-/-^ ES cells with a deficient embryoid bodies (EBs) formation and differentiation. Re-establishment of the Prep1 level rescues the phenotype.

## Introduction

Prep1 (Pknox1) homeodomain transcription factor belongs to the TALE (Three Amino acids Loop Extension) family of proteins that includes also Prep2, Pbx1-4 and Meis1-3 [1, 2]. Prep1 dimerization with Pbx proteins through the amino-terminal domain provides DNA-binding activity to both proteins. In turn, the dimers can bind anterior Hox proteins through the Pbx homeodomain, forming functional trimers with higher DNA affinity and selectivity [3–8].

*Prep1* ^-/-^ embryos die before gastrulation because the epiblast undergoes p53-dependent apoptosis around E6.25 [9]. On the other hand, hypomorphic *Prep1* ^*i/i*^ embryos (expressing only 2% of the normal *Prep1* mRNA level) die mostly at E17.5 with an hematopoietic phenotype [10]. Double *Prep1* ^*-/i*^ heterozygotes display an intermediate phenotype dying at E12.5 with major cranial and brain defects [11]. Thus Prep1 is essential in at least three different stages of development: pre-gastrulation (0% expression), brain-cranium formation (1%) and hematopoiesis (2%). So the expression of different, even if low, levels of *Prep1* can have a major impact on the embryo phenotype.

In the adult, Prep1 behaves as a tumor suppressor since the few surviving hypomorphic *Prep1* ^*i/I*^ and the apparently normal *Prep1* ^*+/i*^ heterozygous mice develop a variety of tumors with age. Likewise, Prep1 haploinsufficiency accelerates Myc-driven lymphomagenesis [12, 13]. The underlying mechanism appears to be DNA damage since *Prep1* down-regulation acutely causes an accumulation of double-strand DNA breaks and chromosomal aberrations [14]. Therefore, *Prep1* exerts multiple functions in different cells during mouse embryo development and in the adult. Moreover, *Prep1* has an essential role in at least some stem cells, since the function and self renewal of hematopoietic stem cells is deficient in *Prep1* ^*i/i*^ embryos [15, 16]. Moreover, *Prep1* ^-/-^ blastocysts produce fewer and deficient ES cells [9].

Despite its almost ubiquitous expression pattern [17], the different *Prep1* phenotypes in different cells suggest that the identification of target genes may help discriminating between its different functions. On the basis of the above considerations, one would expect different genes to be targeted in different cells. We have previously identified by ChIP-seq the Prep1 target genes in the whole E11.5 embryo trunk [18] which represents a mixed population of embryonic progenitors and differentiated cells. Prep1 binds to a specific decameric DNA sequence at over three thousand genes, with great preference for promoters and mostly in the form of a Pbx1 heterodimer. Despite the genetic relevance of *Prep1* in embryonic development, Gene Ontology (GO) analysis showed that in the cells of the embryo trunk Prep1-bound genes are enriched particularly in categories involved much more in basic cellular functions than in developmental regulation [18].

Embryonic stem (ES) cells are pluripotent stem cells that derive from the blastocyst and are able, when re-implanted in the blastocyst, to reproduce an entire embryo. Moreover, they can be differentiated *in vitro* into a variety of tissues [19]. Prep1 and Pbx1 proteins are expressed in ES cells and the Pbx1 level is regulated upon differentiation [9].

In ES cells, because of the very low level of Meis1, the Prep1-Pbx complexes can bind DNA in the absence of the potentially antagonizing Meis1-Pbx1 dimers. Identifying target genes in ES cells might give information on Prep1 functions which might have escaped in the whole E11.5 embryo trunk analysis because of the major contribution of differentiated cells and of the presence of different progenitors.

We have identified Prep1 target genes in ES cells combining DNA sequencing and chromatin immunoprecipitation (ChIP-seq), and compared globally the relative gene expression level in wild type (WT) v. *Prep1* ^-/-^ ES cells (RNA-seq). While confirming the general rules of binding of Prep1 to DNA drawn from the embryo analysis [18], we have also uncovered major specific differences. First, in ES cells Prep1 targets a gene population that overlaps only by one third with that of the embryo trunk, thus enlarging the spectrum of the Prep1 binding sites. In particular in ES cells Prep1 targets several components of the Fgf and Wnt signaling pathways, which were not apparent in the embryo study. The control by Prep1 of Fgf and Wnt pathways is evidentiated by a deficient expression of some of their members in *Prep1* ^-/-^ ES cells upon *in vitro* differentiation.

Since Prep1 binds DNA preferentially as a Pbx dimer, and since Pbx can form dimers also with other transcription factors of the same TALE family, the phenotype of the *Prep1* deletion may be due not only to the absence of Prep1 (loss of function), but also to a relative increase of antagonistic dimers (gain of function). Instead, we show that in *Prep1* ^-/-^ ES cells the level of Pbx1 and Pbx2 is strongly decreased in *Prep1* ^-/-^ ES cells. Finally, re-establishment of the Prep1 level in *Prep1* ^-/-^ ES cells rescues the deficiency in embryoid bodies formation at the cellular and at least in part at the molecular level.

## Results

### Prep1 ChIP-seq in mouse ES cells identifies novel target genes

The original ChIP-seq and RNA-seq data of this experiment have been deposited in GEO and can be accessed with the GSE63282 accession number.

We performed a ChIP-seq study of wild type ES cells using an anti-Prep1 antibody (see Methods). The fragmented chromatin (average size 200 bp) was immunoprecipitated and the DNA deep-sequenced alongside with the non immunoprecipitated input. Using a threshold *p*-value <10^-6^ and an FDR (false discovery rate) <20% in the immunoprecipitation v. input comparison, we identified 3902 peaks bound by Prep1 (S1 Table) and mapped them with respect to transcriptional start sites (TSS) (Table 1). Of all peaks, 1271 were associated to a TSS (from -500 to +100). The TSS-distal peaks were classified as intragenic, close intergenic (<20 Kb from TSS) and far intergenic (>20 Kb) (Table 1). Cross-analysis with published data from ES cells [20–22] established that 1152 of the TSS-proximal peaks had histones modification marks (H3K4Me3^+^ and RNA-Pol-II^+^) identifying active promoters. The same promoter features were shared also by some TSS-distal peaks: 437 intragenic, 252 close intergenic and 169 far intergenic (Table 1), bringing the total of H3K4Me3^+^ and RNA-Pol-II^+^ peaks (i.e. promoters) to 2010.

**Table 1:** Overall view of the Prep1 ChIP-seq Peaks in wild type ES cells^#^.

Peaks	n
Total	3902
TSS-proximal peaks *	1271
TSS-proximal Promoters (H3K4Me3^+^, RNA-Pol-II^+^)^§^	1149
TSS-distal Enhancers (H3K4Me1^+^, H3K4Me3^-^)^§^ °	395
TSS-distal peaks: intragenic (total/promoter marks positive)	1238/432
TSS-distal peaks: close intergenic (<20Kb) (total/promoter marks positive)	608/252
TSS-distal peaks: far intergenic (>20Kb) (total/promoter marks positive)	785/169

^#^ We only considered ChIP-seq peaks with p-value <10^-6^ (based on the comparison between immunoprecipitated and non immunoprecipitated input samples.

* Located between -500 and +100 bps from a transcriptional start site.

^§^ The presence of RNA polymerase II and of the indicated histones modification was taken from [20, 21].

° Two additional peaks with the same enhancer marks are present among the TSS-proximal peaks.

Likewise [22], 393 non TSS-associated Prep1-bound peaks had histone modifications (H3K4Me1^+^ and H3K4Me3^-^) identifying TSS-distal enhancers (Table 1). Only two peaks with these properties were detected in proximity of a TSS (see Table 1 legend). Overall, the data confirm in ES cells that Prep1 preferentially binds promoters, as previously shown in the whole embryo trunk [18].

We also observed that the scores (-10[log10 p-value]) of the Prep1 TSS-proximal peaks could be correlated with the presence of the H3K4Me3^+^ and RNA PolII^+^ promoter marks, i.e. that in the TSS-proximal peaks those containing promoter marks were more enriched (Fig 1A).

**Fig 1:**
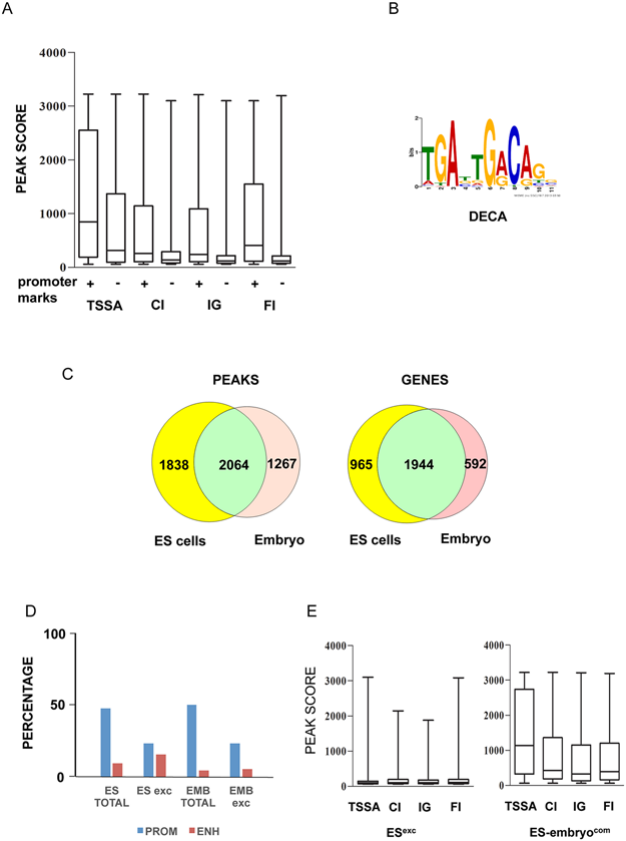
ChIP-seq analysis of Prep1 binding sites in ES cells and comparison to the E11.5 embryo trunk. (A) Subdivision of the Prep1 peaks among peaks -500 to + 100 bp to TSS (TSSA, Transcription Start Site-Associated) with or without promoter marks (H3K4Me3^+^, RNA-Pol-II^+^) (PROM), IG (intragenic), CI (Close-intergenic; less than 20 Kb from a TSS), FI (Far Intergenic; more than 20 Kb from a TSS). We only considered ChIP-seq peaks with p-value <10^-6^ (based on the comparison between immunoprecipitated and non immunoprecipitated input samples). The information on the presence of RNA polymerase II and of the indicated histone modification was taken from [20, 21]. (B) Core Prep1 binding motif (DECA) identified in 70% of all (3902) ES cells peaks. (C) Venn diagrams of ChIP-seq peaks for ES cells and total embryo (left panel) and of the genes corresponding to these peaks (right panel). (D) Promoter and enhancer peaks distribution in ES total, ES^exc^, Embryo total and Embryo^exc^ peaks. Definition of promoters and enhancers as described in the text. The data for the embryo (E11.5 embryo trunks) are taken from [18]. (E) Boxplot and whisker diagrams of the scores of the ES cell-exclusive peaks (ES^exc^) and ES cell-embryo common peaks (ES-embryo com) grouped in TSSA (Transcription Start Site-Associated), IG (Intragenic), CI (Close-Intergenic) and FI (Far Intergenic) regions.

The DNA consensus sequence targeted by Prep1 (MEME program, ref [23]) was the same observed with the embryo trunk [18], i.e. a decameric (DECA) sequence of the format tGAxtGaCag (Fig 1B), which was present in 2750 (70%) peaks. The Meis1 target sequence tGATtxAT (OCTA) was not enriched among the other targets. However, when we used the Meis1 consensus sequence [18] to interrogate our data set, we found that it could be found with about 10% frequency. As these sequences were observed only in peaks that in the embryo trunk [18] were shared between Prep1 and Meis1, they may represent possible Meis1 binding sites.

Comparison (Table 2) of the Prep1 peaks from ES (this paper) and E11.5 embryo trunks [18] shows that the total number of peaks was not drastically different (3902 v. 3332), but that a major proportion of peaks was ES or embryo-exclusive (ES^exc^ and Embryo^exc^, respectively), with 47.2% among ES v. 38% among embryo peaks (Table 2). When we considered genes rather than peaks, eliminating peaks present more than once per gene, and far intergenic peaks that cannot be assigned with certainty to a specific gene, the numbers decreased but the difference still remained significant (Fig 1C). In ES cells, the number of promoter and enhancers peaks (see above) represented 51% and 10% of the total peaks, respectively, comparable with 54 and 4.7% in the embryo (Table 2). However, among the ES^exc^ peaks, 25% were in promoters and 16.9% in enhancers (25% and 5.8% in the embryo^exc^), which is 3-fold higher than in peaks that are shared with the embryo trunk (Fig 1D).

**Table 2:** Comparison of Prep1 Peaks between ES cells and Embryo Trunk.

	Total Peaks	Promoter Peaks*	Enhancer Peaks^#^
**ES cells total**	3902	2010 (51.5%)	395 (10.1%)
**Embryo total** ^**§**^	3331	1803 (54.1%)	156 (4.7%)
**ES** ^**exc**^	1838 (47.1%)	461 (25%)	310 (16.9%)
**Embryo** ^**exc**^	1265 (38.0%)	317 (25%)	74 (5.8%)

* RNA-PolII^+^, H3K4Me3^+^ See definitions in the legend to Table 1.

^#^ H3K4Me1^+^, H3K4Me3^-^

^§^ from ref [18].

We next compared the median score in the ES^exc^ v. ES-embryo common peaks. As shown in the Boxplot of Fig 1E, the median score in ES^exc^ peaks was clearly lower than in those peaks common to ES cells and embryos, independently of their proximity to a TSS. Thus the ES^exc^ peaks might represent either lower affinity binding sites, or sites that are bound in a smaller sub-population of cells.

Some of the peaks bound by Prep1 only in the ES cells and not in the embryo trunk (ES^exc^) were validated by conventional ChIP analysis using *Prep1* ^-/-^ ES cells and nonimmune IgG as negative controls (S1A Fig). The degree of enrichment obtained by the immunoprecipitation was determined directly by conventional ChIP on the *Suv420h2* gene that is bound in both embryo trunk and ES cells (S1B Fig).

In conclusion, in ES cells Prep1 binds to the same consensus sequence identified in the whole embryo trunk [18]. However a novel set of ES-cells specific genes has been identified, in which the enhancer regions reach >60% of promoters.

### Differential gene expression in WT v. *Prep1* KO ES cells

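RNA-seq was done on 1 wild type line and 1 *Prep1* -/- line (KO2) of mouse embryonic stem (ES) cells, which are pluripotent cells taken from the early embryo and grown here with leukemia inhibitory factor. The lines are of the C57Bl6 strain, and each genotype has 1 library. The authors state that mRNA was sequenced as paired-end reads of 50 bp and that RSEM, a program that shares ambiguous reads among transcripts by expectation maximization, assigned the reads to the genes of Ensembl release 63. For each of 22718 genes they deposited a whole-number read count and an RPKM value. The read counts summed to 29596294 in the wild type library and to 25717811 in the library labelled *Prep1* -/-, while the methods give about 7M reads per sample. The values reported here use the deposited counts and RPKM. The 10 genes with the most reads held 3.35% of the wild type reads and 3.99% of the reads of the library labelled *Prep1* -/-. RPKM is proportional to the read count plus 1 in both libraries, so a gene without reads still has an RPKM above 0. For 85 genes RPKM is listed as Inf, and they were left out of the ratios except where stated. The KO/WT ratio is the RPKM of the library labelled *Prep1* -/- divided by the wild type RPKM, without a pseudocount. For single genes the 95% interval of the ratio was taken from the exact (Clopper-Pearson) binomial interval of the share of the gene's reads that came from the library labelled *Prep1* -/-, multiplied by the factor of 1.12 that scales the read counts to RPKM. Such an interval covers counting error only and compares the 2 libraries, not the genotypes, because with 1 library per genotype no difference has a replicate check. The targeted gene, *Pknox1* (ENSMUSG00000006705), lies on the plus strand of chromosome 17 of mm9 from 31701718 to 31744638 and encodes Prep1. It had 505 reads (RPKM 7.85) in the wild type library and 332 reads (RPKM 5.78) in the library labelled *Prep1* -/-, a KO/WT ratio of 0.736 (95% interval 0.638 to 0.846). Since the gene kept part of its reads, the library is named by its label, and each direction given for the KO/WT ratio rests on that label. The paper reports from immunoblots that Prep1 protein was lost in both of its null lines, KO2 included. RNA reads do not show whether protein is made.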

We have analyzed the transcriptome of wild type and *Prep1* ^-/-^ ES cells (KO2 line) by RNA-seq. 

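In the wild type library 19618 of the 22718 genes had at least 1 read and 3100 had none, although all 22633 genes with a finite RPKM were above 0. The median gene had 133 reads in the wild type library and 109 in the library labelled *Prep1* -/-, where 19441 genes had at least 1 read. An identifier of the GENCODE M1 annotation of NCBIM37 (mm9) was found for 21446 of the genes. Of these, 18672 had at least 1 wild type read, 2774 had none, and 1825 had no read in either library. The minimum of 1 read and the restriction to annotated genes were chosen after the values had been seen.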

21,446 RNA transcripts from the sense strand were detected in wild type ES cells (S2 Table). 

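In the wild type library 13795 genes with finite values had an RPKM above 1, with a median of 776 reads per gene. The number was 13298 when only genes with a GENCODE M1 identifier were counted and 64 of them listed as Inf were included, a setting chosen after seeing the values. Among the 13795 genes, 594 had fewer than 10 wild type reads and 92 had no read, because the read added to every count can lift a short gene above an RPKM of 1. In both libraries, 13218 genes had an RPKM above 1.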

From these we considered only those (13,298) RNAs whose level of expression (number of reads per kilobase per million mapped reads, RPKM) was >1, in order to avoid false differential expression caused by oscillations around a too low basal expression. In this group we set an arbitrary threshold to define Prep1-regulated genes, i.e. those in which the effect of the absence of *Prep1* resulted in an over 30% decrease (KO/WT ratio <0.7) or 50% increase (KO/WT ratio >1.5) in expression.

We found 910 overexpressed genes in which the *Prep1* ^-/-^/WT RPKM expression ratio was >1.5 and 1802 down-regulated genes in which the ratio was <0.7 (S3 and S4 Tables). Thus, the most frequent effect of the absence of Prep1 was a down-regulation of gene expression. 

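A KO/WT ratio below 0.7 with a wild type RPKM above 1 was found for 1899 genes with finite values, and a ratio above 1.5 with an RPKM above 1 in the library labelled *Prep1* -/- for 985 genes. These are 13.3% and 6.91% of the 14254 genes with an RPKM above 1 in either library. Limited to genes with a GENCODE M1 identifier and with the values listed as Inf taken from the read counts, a choice made after the data were seen, the filters returned 1802 and 910 genes, the same genes as S4 Table and S3 Table. The median ratio was 0.590 for the down-regulated and 1.99 for the up-regulated genes. The exact 95% interval lay below 1 for 1540 of the 1899 down-regulated genes and above 1 for 654 of the 985 up-regulated genes. It lay wholly beyond the threshold of 0.7 or 1.5 for 661 and 333 genes. Fewer than 20 reads in the libraries together stood behind 252 of the down-regulated and 271 of the up-regulated genes. In 100 simulated pairs of libraries that differed by counting noise alone, the same filters returned a median of 320.5 down-regulated genes (range 283 to 354) and 286.5 up-regulated genes (range 228 to 319). In number of genes, leaving out the RPKM filter moved the counts most, to 4377 and 2848 genes. Thresholds of 0.5 and 2 lowered them to 454 and 484. The adjusted p-values that the paper lists are under 0.05 for 1449 of the genes of S4 Table and 600 of those of S3 Table.

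**Figure D1:**
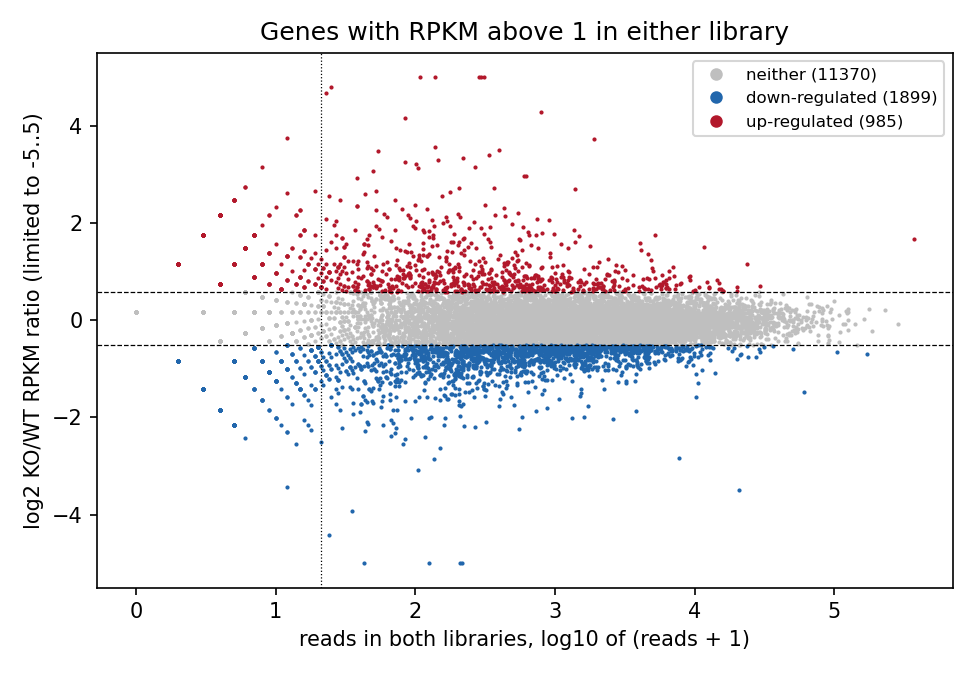
Log2 KO/WT RPKM ratio (vertical axis, with larger changes drawn at 5 in either direction) against the log10 of the reads in both libraries plus 1 (horizontal axis) for the genes with RPKM above 1 in either library. Blue points are the 1899 down-regulated genes, red points the 985 up-regulated genes and grey points the other 11370 genes. Dashed lines mark the ratios 0.7 and 1.5, and points left of the dotted line have fewer than 20 reads together.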

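There were 1.93 down-regulated genes for each up-regulated gene (exact binomial 95% interval 1.78 to 2.08, which treats genes as independent). Over the genes with RPKM above 1 in both libraries the median log2 KO/WT ratio was -0.07, a ratio of 0.955, and 58.8% of them had a ratio below 1. The thresholds lie at -0.51 and 0.58 on the log2 scale. With the symmetric thresholds of 1/1.5 and 1.5 the ratio of down- to up-regulated genes was 1.58. With those of 0.5 and 2, 454 genes lay below and 484 above, a ratio of 0.938 whose interval of 0.823 to 1.07 includes 1. Scaling the library labelled *Prep1* -/- so that the median ratio of the expressed genes was 1 lowered it to 1.37 with the thresholds of 0.7 and 1.5. Chromosome 8 held 230 of the down-regulated and 23 of the up-regulated genes, and the median log2 ratio of its 702 genes with RPKM above 1 in both libraries was -0.36. From the larger number of down-regulated genes the paper concludes that lower expression was the most frequent effect of the absence of Prep1.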

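Genes that were higher in the library labelled *Prep1* -/- had a median RPKM of 1.47 in the wild type library and 3.28 in the library labelled *Prep1* -/-, and for 362 of them the wild type RPKM was not above 1. On the X chromosome 104 genes were higher and 48 lower. Of the genes with a symbol that is not a clone name and an RPKM above 1 in both libraries, *Pnma5* on the X chromosome (70279327 to 70282442, minus strand, mm9) had the highest KO/WT ratio, 13.2 (149 and 1767 reads, 95% interval 11.2 to 15.8). *Rpl39l* on chromosome 16 followed with 11.4 (35 and 365 reads) and *Cyct* on chromosome 2 with 7.84 (74 and 525 reads). The next entries, mmu-mir-431 and SNORD53, had 1 and 2 wild type reads, and their intervals ran from 1.59 to 485 and from 1.49 to 61.7. The chromosome Y genes *Ddx3y*, *Eif2s3y*, *Uty* and *Ube1y1* and the embryonic globin genes *Hba-x*, *Hbb-y* and *Hbb-bh1* also passed the filter, all with 0 reads in the wild type library. Gene Ontology (GO) enrichment was not recomputed.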

Among the up-regulated genes (S3 Table), GO analysis showed only two statistically significant categories (Fig 2A), one of which being “organ development”. On the contrary, the genes down-regulated in *Prep1* ^-/-^ ES cells (S4 Table) were more significantly enriched in developmental categories like “multicellular organism development”, “tissue development”, “embryonic morphogenesis”, in addition to “regulation of metabolic processes”, “regulation of signaling”, “regulation of cell death” (Fig 2A). It is important to notice that in the RNA-seq analysis of the *Prep1* ^*i/i*^ hypomorphic embryo trunks the “developmental categories” were absent among those significantly enriched by the down-regulation of the gene [18].

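S5 Table names 78 genes under its 30 GO terms, of which 77 were found in the deposited files and 76 passed the filter for down-regulated genes. Their median KO/WT ratio was 0.421, with a range from 0.00532 to 0.499, and 6 of them had fewer than 20 reads in the libraries together. The 50 genes found of the term “developmental process” had a median ratio of 0.402, the 48 of “regulation of metabolic process” 0.407 and the 10 of “regionalization” 0.373. Their median wild type read counts were 397, 448 and 432.5. Among all down-regulated genes with RPKM above 1 in both libraries and a symbol that is not a clone name, *Gab1* had the lowest ratio, 0.0884 (19247 and 1521 reads, 95% interval 0.0838 to 0.0931). *Gab1* lies on the minus strand of chromosome 8 from 83288333 to 83404378 (mm9), a chromosome whose genes had lower values as a group. The median ratio of that chromosome's 702 genes with RPKM above 1 in both libraries was 0.779, far above that of *Gab1*. *H19* on chromosome 7 had a ratio of 0.140 (6925 and 866 reads), and the microRNA mmu-mir-675, which is annotated inside the span of *H19*, had 0.184 (72 and 11 reads). *Mfap2* on chromosome 4 had a ratio of 0.161 (131 and 18 reads). SNORD66 on chromosome 16 rested on 4 reads in the wild type library and 0 in the other. S4 Table lists *Gab1* and SNORD66 as bound by Prep1, but not *H19*, mmu-mir-675 or *Mfap2*.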

**Fig 2:**
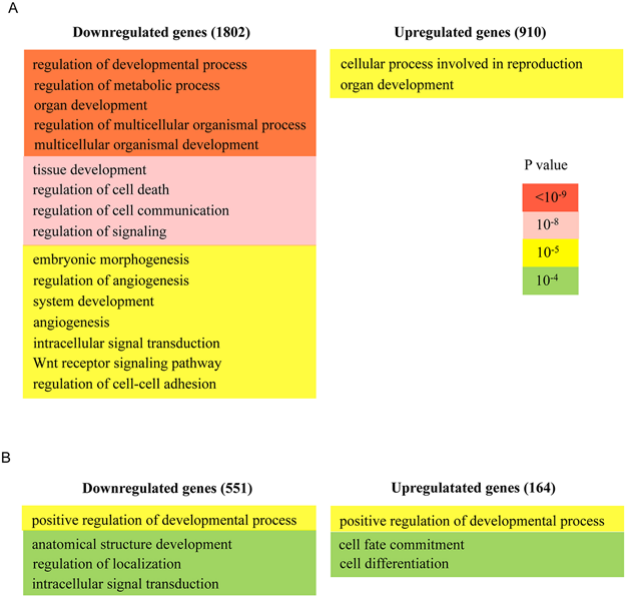
RNA-seq analysis of *Prep1* ^-/-^ ES cells highlights gene categories not enriched in the total embryo. The Gene Ontology terms which are enriched in the *Prep1* ^-/-^ ES cells are shown in (A) whereas the terms enriched only in the fraction of genes bound by Prep1 is shown in (B). The numbers in brackets refer to the number of genes considered. The color code for the *p*-value is shown. Genes are divided in two groups: down- and up-regulated.

In the list of the genes down-regulated in the *Prep1* ^-/-^ ES cells (S4 Table), several enriched genes belong to signaling pathways highly important in embryo development, like Wnt and Fgf. 

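The 19 *Wnt* genes of Table 3 had a median log2 KO/WT ratio of -0.72 (95% order-statistic interval over the genes -0.94 to -0.58), with 0.1 added to both RPKM values. Among 10000 random lists of the same size matched on mean expression in 20 bins, the median lay at percentile 0, with 95% of the random medians between -0.32 and 0.15. This percentile describes these libraries and is no test of the genotypes. Adding 1 in place of 0.1 moved the median most, to -0.45, still at percentile 0. The ratio was below 1 for 17 of the genes and below 0.7 for 15, and 10 of these also had a wild type RPKM above 1 and so passed the down-regulated filter. No *Wnt* gene passed the up-regulated filter. The exact 95% interval of the ratio lay below 1 for 13 genes and spanned 1 for 6 genes. *Wnt3* went from 583 to 143 reads, a ratio of 0.276 (95% interval 0.227 to 0.330). *Wnt6* (314 and 82 reads) had a ratio of 0.295, *Wnt10a* (117 and 33 reads) 0.322 and *Wnt8a* (192 and 63 reads) 0.371. *Wnt7b*, the member with the most reads (1867 and 1063), had a ratio of 0.637 (0.590 to 0.687). Ratios above 1 were seen for *Wnt1* with 2 and 4 reads and *Wnt8b* with 0 and 4 reads. For these and for *Wnt2* and *Wnt16*, which also had fewer than 20 reads in the libraries together, a difference was not detectable at this depth.

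**Figure D2:**
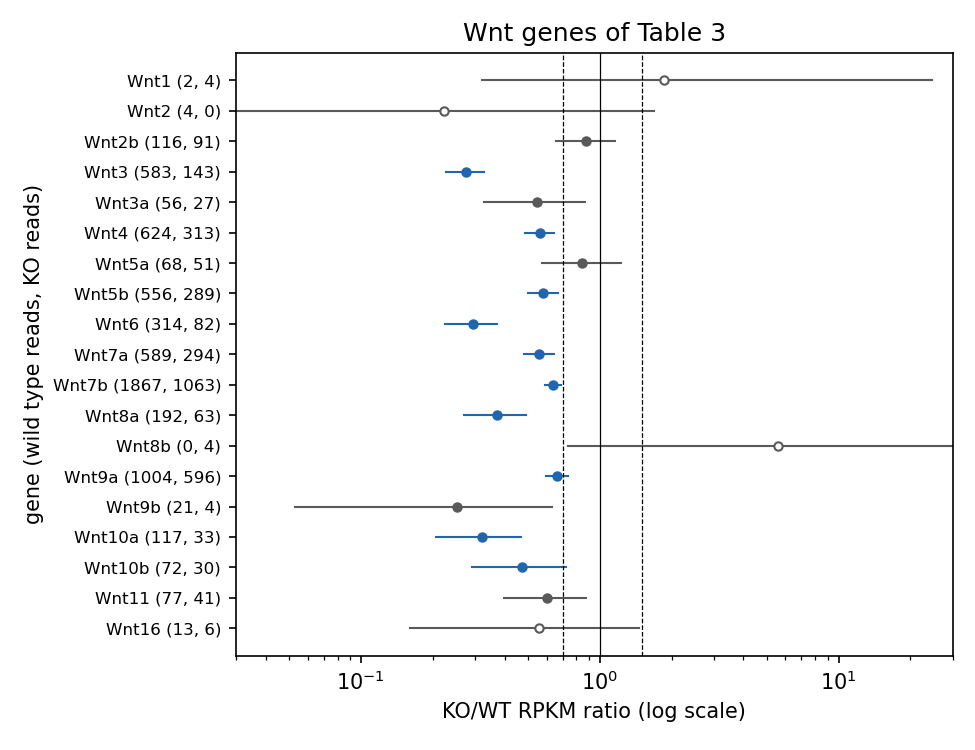
KO/WT RPKM ratio of the 19 *Wnt* genes of Table 3 on a log axis, with the exact 95% interval of counting error as a bar and the wild type and KO reads beside each gene. Blue genes passed the down-regulated filter, grey genes passed neither filter, and open circles have fewer than 20 reads together. The solid line is a ratio of 1, dashed lines are 0.7 and 1.5, and bars that reach the edge of the plot go beyond it.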

Table 3 and Table 4 show the RNA-seq-based expression of *Wnt* and *Fgf* genes in the *Prep1* ^-/-^ ES cells.

**Table 3:** Effect of the Prep1 KO on the expression of mouse Wnt genes in ES cells#.

gene name	N of total RPKM in WT	KO/WT expression ratio	Adj p-value	corresponding ChIPseq peak
Wnt1	0.036628	1.863555	1*	.
Wnt2	0.086826	**0.223627**	0.2335*	.
Wnt2b	1.085866	0.879216	0.508801*	.
Wnt3	6.423259	**0.275704**	3.29E-52	TSS-proximal (peak 656)
Wnt3a	0.692089	0.549258	0.022601	CI (peak 506)
Wnt4	17.25629	0.56175	2.01E-16	.
Wnt5a	0.528956	0.842651	0.542681*	.
Wnt5b	3.307302	0.582152	2.87E-13	.
Wnt6	5.20061	**0.294619**	1.06E-26	.
Wnt7a	6.1142	0.559066	6.91E-16	.
Wnt7b	19.48256	0.636881	1.95E-31	.
Wnt8a	4.071276	**0.37078**	1.58E-12	.
Wnt8b	0.018909	5.590664	0.132619*	.
Wnt9a	5.154606	0.664204	1.36E-14	CI (peak 506)
Wnt9b	0.157094	**0.254121**	0.003179	.
Wnt10a	2.071242	**0.322174**	2.17E-09	.
Wnt10b	1.043259	**0.474824**	0.001134	.
Wnt11	0.850921	0.602072	0.025877	.
Wnt16	0.295124	0.559066	0.297046*	.

* Statistically not significant.

° RPKM. Reads per kilobase per million.

^#^ The numbers in bold are statistically significant differential expression.

**Table 4:** Effect of the Prep1 KO on the expression of FGF pathway genes in mouse ES cells by RNA-seq#.

gene name	N of total RPKM in WT	KO/WT expression ratio	Adj p-value	corresponding ChIPseq peak
Fgf1	0.109047	**10.11402**	2.32E-40	IG (peak 1691)
Fgf4	50.74752	1.22124	4.97E-22	TSS-proximal (peak 3422)
Fgf5	0.596143	**0.323016**	0.000310539	.
Fgf8	6.561503	**0.250818**	5.32E-47	CI (peak 1845)
Fgf10	0.276518	**0.384358**	0.013002722	.
Fgf13	3.484944	0.76714	0.000413341	.
Fgf17	22.05623	1.538646	4.86E-25	.
Fgf18	1.768287	**3.041802**	2.87E-21	.
Fgf20	0.109687	0.559066	0.651579885	.
Fgf21	2.772174	0.590126	0.025188405	CI (peak 3281)
Fgfr1	73.36409	**0.707726**	4.26E-195	.
Fgfr2	2.836367	**1.582454**	1.63E-21	IG (peak 3393)
Fgfr3	0.671883	1.355312	0.026973184	.
Fgfr4	2.164659	**0.56521**	2.18E-05	IG (peak 934)
Gata4	4.610724	**0.339209**	2.63E-80	.

^#^ The numbers in bold are statistically significant differential expression.

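Of the genes that S4 Table lists as bound by Prep1, 548 had finite values and passed the filter for a KO/WT ratio below 0.7, and 161 of those in S3 Table passed the filter for a ratio above 1.5. The remaining 3 genes of each list have an RPKM listed as Inf. The genes listed as bound are 30.6% of S4 Table and 18.0% of S3 Table. In S4 Table the median ratio was 0.598 for the bound genes and 0.593 for those not listed as bound, and in S3 Table it was 1.84 and 2.04. The paper's adjusted p-value is under 0.05 for 482 and 128 of the bound genes. Expression of bound genes as a whole was examined in the part of S1 Table used here, 1997 peaks on chromosomes 1, 10 to 19 and part of 2. Of these, 1574 peaks are TSS-associated, intragenic or close intergenic, and 1227 of the 1417 gene names given for them were matched to the deposited values. With a wild type RPKM above 1, 125 of 997 bound genes were down-regulated (12.5%, Wilson 95% interval 10.6 to 14.7), against 744 of the 5958 other genes of these chromosomes (12.5%, 11.7 to 13.4). These shares do not part bound from unbound genes, because S1 Table names the closest gene of each peak and S4 Table lists 120 of the 744 as bound too. They are also not matched on expression. Random lists matched to the bound genes on mean expression held a median of 99 down-regulated genes, and the 125 of the bound genes lay at percentile 99.9 of them. Of the genes with RPKM above 1 in the library labelled *Prep1* -/-, 4.13% of the bound and 7.67% of the other genes were up-regulated, also without matching. The median log2 ratio of 1225 bound genes with finite values was -0.08 (95% interval -0.11 to -0.05), at percentile 0 of matched random lists from the same chromosomes, whose median was -0.03. Median scaling, which moves every gene alike, moved it most, to -0.013, still at percentile 0.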

Of the direct target genes bound by Prep1 in their promoters (TSS-proximal), or transcriptional unit (intragenic) or close intergenic regions (Fig 2B) we found 551 genes (about one fourth) in which the *Prep1* ^-/-^/WT RPKM expression ratio was <0.7, and 164 in which the ratio was >1.5 (S3 and S4 Tables). The GO analysis of these genes showed in both groups an enrichment in developmental categories, but down-regulated genes were enriched in “intracellular signal transduction” (Fig 2B).

### Validation of the RNA-seq data in differentiating *Prep1* ^-/-^ ES cells

In order to probe into the physiological significance of the above data we have analyzed the differentiation of independent *Prep1* ^-/-^ ES cell lines *in vitro* (KO1 and KO2). First, we looked at the efficiency of embryoid bodies (EB) formation [19]. *Prep1* ^-/-^ ES cells were previously shown to form EBs, which were smaller than wild-type and displayed increased apoptosis [9]. The smaller size of *Prep1* ^-/-^ EBs was particularly evident at a low (200) ES cell plating number; the difference became progressively more evident during differentiation (Fig 3A). In addition, the external layer of the Prep1 KO EBs, which represents the *in vitro* counterpart of the primitive endoderm in the pre-implantation embryos, was rough and cells seemed to be loose. On the contrary the surface of WT EBs was smooth and cells were tightly attached to each other. Quantitative RT-PCR (RT-qPCR) revealed that during differentiation of Prep1 KO EBs, the stemness markers *Oct4* and in particular *Nanog* were down-regulated later than in WT (Fig 3B). In addition, we found that the induction of the endodermal marker *Gata4* was significantly decreased. Similar results were observed in WT ES cells down-regulated with a *Prep1* shRNA (Fig 3C).

**Fig 3:**
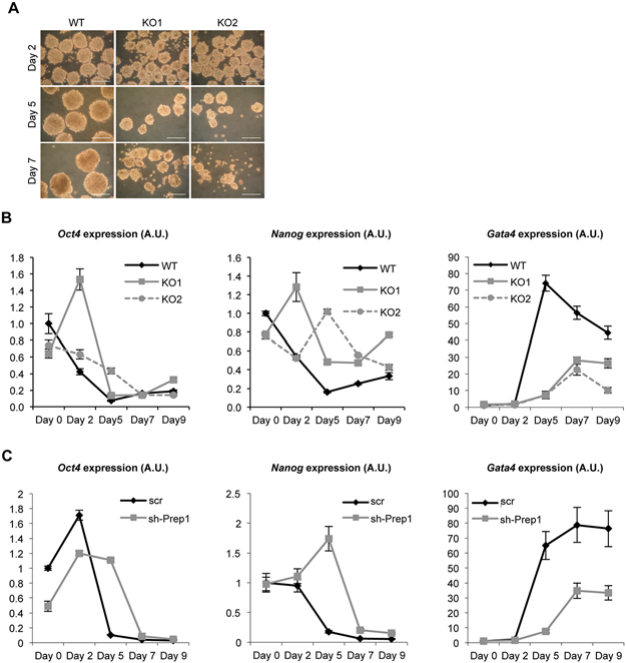
Growth and differentiation are altered in differentiating *Prep1* ^-/-^ embryoid bodies (EBs). (A) Pictures of WT, Prep1-KO1 and Prep1-KO2 embryoid bodies after 2, 5 and 7 days of differentiation. The scale bars indicate 200μm. The EBs were formed starting from 200 cells. (B) RT-qPCR analysis of *Oct4*, *Nanog* and *Gata4* expression in WT, Prep1-KO1 and Prep1-KO2 ES cells (day 0) and in EBs at day 2, day 5, day 7 and day 9 of differentiation (see Methods section). (C) RT-qPCR analysis of *Oct4*, *Nanog* and *Gata4* expression in WT ES cells infected either with a vector containing a scrambled sequence (scr) or with an shRNA targeting *Prep1*. Measurements were carried out at day 0, day 2, day 5, day 7 and day 9 of differentiation (see Methods section).

RNA-seq data showed that genes of the Fgf pathway are affected by *Prep1* deletion (Table 4) and ChIP-seq analysis included *Fgf4* among the direct targets of Prep1 (S1 Table). This result was of particular interest since Fgf signaling is essential for the first steps of ES differentiation and primitive endoderm formation [24, 25]. 

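The 14 *Fgf* and *Fgfr* genes of Table 4 had a median log2 KO/WT ratio of -0.37 (95% interval over the genes -0.87 to 0.64), which lay at percentile 2.06 of the matched random lists. Setting each chromosome's median to 0, an alternative added after the data were seen, moved it most, to -0.08 at percentile 27.7. With every *Fgf* and *Fgfr* gene of the files the median was -0.09, at percentile 15.5. The ratio was below 1 for 8 genes and above 1 for the other 6. The exact interval lay below 1 for 7 genes and above 1 for 6 genes, and for *Fgf20*, with 5 and 2 reads, it spanned 1. The filters were passed downward by 3 genes and upward by 4. *Fgf4*, with 4738 wild type reads and 5175 reads in the library labelled *Prep1* -/- (RPKM 50.7 and 62.0), had a ratio of 1.22 (95% interval 1.17 to 1.27). *Fgf8* had the lowest ratio, 0.251 (476 and 106 reads), and *Fgf1* the highest, 10.1 (21 and 198 reads, 95% interval 6.71 to 17.4). *Fgf18* had a ratio of 3.04 (92 and 252 reads). *Fgf17*, whose interval of 1.42 to 1.67 included the threshold, had 1.54. Among the receptors, *Fgfr1* on chromosome 8, a chromosome with lower values as a group, had the most reads (19032 and 12046) and a ratio of 0.708 (0.692 to 0.724). *Fgfr2* had 1.58, *Fgfr3* 1.36 (131 and 159 reads, interval 1.07 to 1.72) and *Fgfr4* 0.565. With a pseudocount of 1, *Fgfr2* (1.43) was no longer past the threshold of 1.5 and *Fgfr4* (0.703) no longer past that of 0.7. The ratio of *Fgf1* was 5.75 with a pseudocount of 0.1. With a pseudocount of 1 it was 1.90, below the 2.30 of *Fgf18*.

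**Figure D3:**
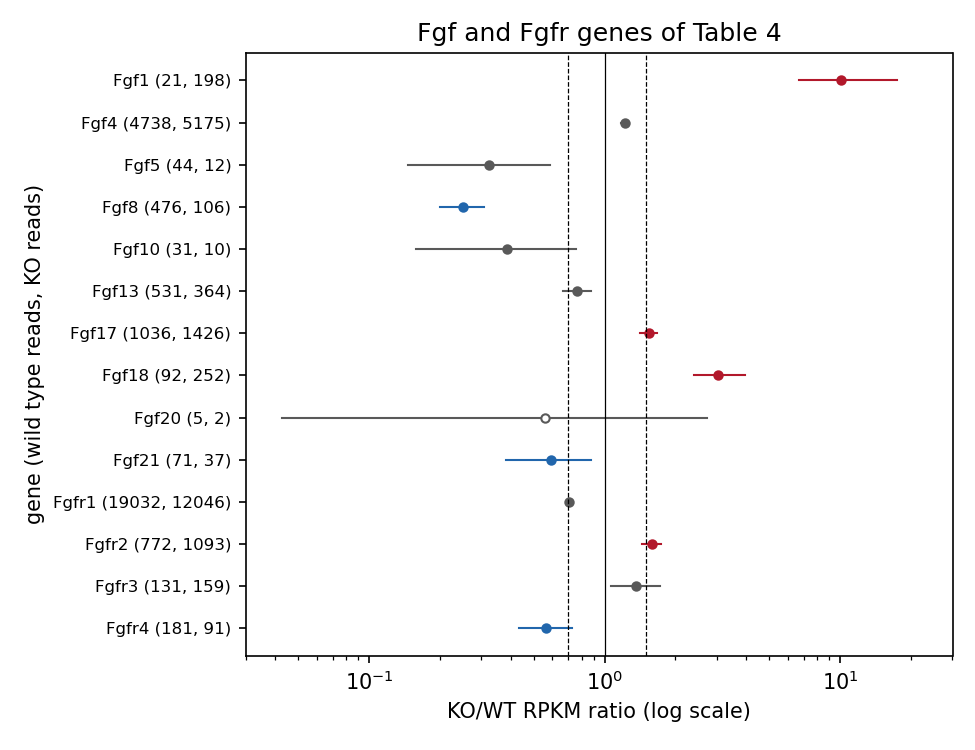
KO/WT RPKM ratio of the 14 *Fgf* and *Fgfr* genes of Table 4 on a log axis, with the exact 95% interval of counting error as a bar and the wild type and KO reads beside each gene. Blue genes passed the down-regulated filter, red genes the up-regulated filter and grey genes neither, and the open circle has fewer than 20 reads together. The solid line is a ratio of 1 and dashed lines are 0.7 and 1.5. The intervals of 6 genes lie above 1 and of 7 genes below 1.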

In fact RT-qPCR analysis of differentiating Prep1 KO EBs showed an anomalous behavior of *Fgf4* expression. *Fgf4* level was about 30% lower in Prep1 KO ES cells than in WT, but during differentiation it persisted and did not decrease as in WT (Fig 4A). While the mechanism whereby Prep1 regulates the level of *Fgf4* is not known, the direct binding of Prep1 to the *Fgf4* promoter (S1 Table) was also verified by a specific ChIP in ES cells. Indeed, while the genomic region 1 of the Fgf4 promoter (S2 Fig) containing the Prep1 binding site (TGATTGGCAG) was enriched upon immunoprecipitation with an anti-Prep1 antibody, a nearby region 2 lacking this site was not (Fig 4B).

**Fig 4:**
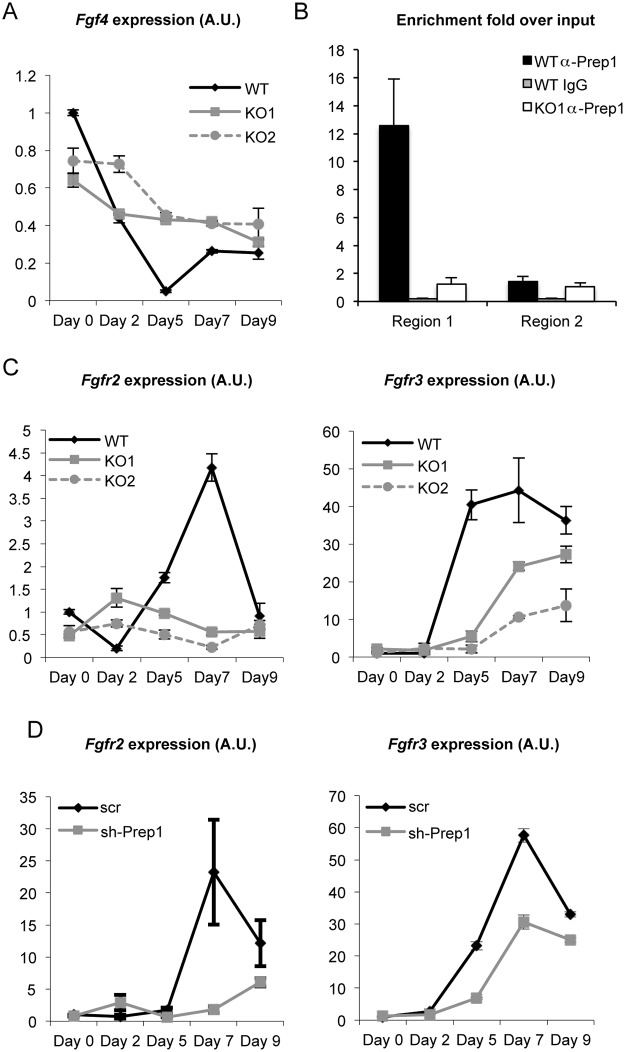
Altered expression of the Fgf pathway during differentiation of *Prep1* ^-/-^ Embryoid bodies (EBs). (A) RT-qPCR analysis of *Fgf4* expression in WT, Prep1-KO1 and Prep1-KO2 ES cells (day 0) and differentiating EBs (days 2–9). Measurements were carried out at day 0, day 2, day 5, day 7 and day 9 of differentiation. Each graph is representative of a total of two experiments in triplicate with essentially identical results (see Methods section). (B) ChIP analysis of the *Fgf4* promoter. Region1 contains the Prep1 binding site, while region 2 does not (see S2 Fig for details on the sequence). The fold enrichment over input obtained by immunoprecipitation with an anti-Prep1 antibody in WT ES cells is shown for region 1 and region 2. As negative controls we used either IgG with WT ES cells chromatin, or anti-Prep1 antibody in the *Prep1* ^-/-^ KO1 ES cells chromatin (see Methods section). (C) RT-qPCR analysis of *Fgfr2* and *Fgfr3* expression in WT, Prep1-KO1 and Prep1-KO2 ES cells (day 0) and EBs at day 2, day 5, day 7 and day 9 of differentiation. Each graph is representative of a total of at least two experiments in triplicate with essentially identical results. (D) RT-qPCR analysis of *Fgfr2* and *Fgfr3* expression in WT ES cells infected either with a vector containing a scrambled sequence (scr) or an shRNA targeting *Prep1*. Measurements were carried out at day 0, day 2, day 5, day 7 and day 9 of differentiation (see Methods section).

In addition, *FgfR2* and *FgfR3* RNA levels were reduced by two to ten fold in Prep1 KO cells (Fig 4C). Similar results were obtained in WT ES cells down-regulated with Prep1-specific shRNA (Fig 4D). The effect of Prep1 on the *Fgfr*’s must however be indirect, since these genes are not bound by Prep1 in ES cells (S1 Table). A down-regulation of the Fgf pathway in *Prep1* ^-/-^ cells during differentiation might be involved in the delayed formation of the primitive endoderm in *Prep1* ^-/-^ EBs, as shown by a lower and delayed expression of *Gata4* (Fig 3B).

Re-expression of *Prep1* completely rescued the size, appearance and the growth of *Prep1* ^-/-^ EBs (Fig 5A). Moreover, also the levels of *Nanog*, *Gata4* and *Fgf4* were restored and brought back to that of WT (Fig 5B). Indeed, in *Prep1* ^-/-^ cells infected with *Prep1* cDNA, *Nanog* was completely down-regulated during differentiation. Likewise, *Gata4* was induced 40% more after re-expression of *Prep1*. Similarly, *Fgf4* was increased by about 40% and was down-regulated faster during differentiation. Finally, the expression levels of *FgfR2* and *FgfR3* were also rescued (Fig 5C).

**Fig 5:**
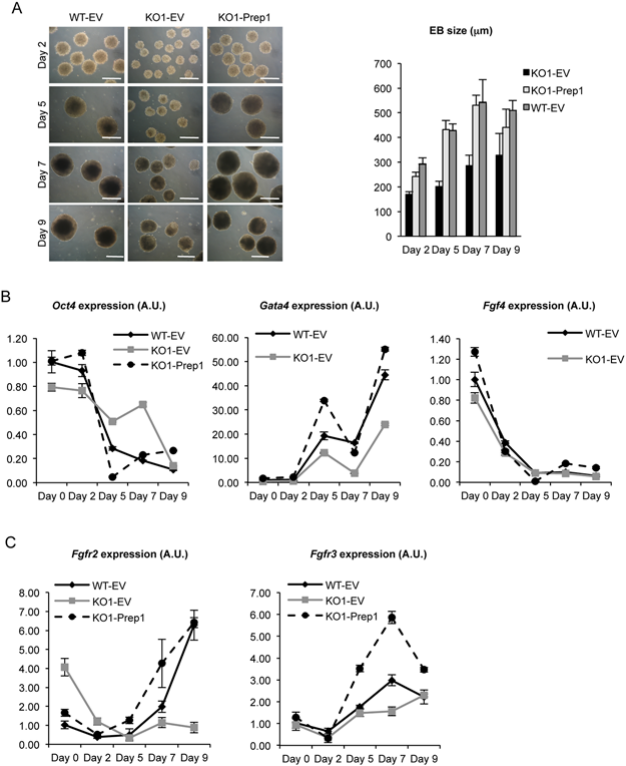
Prep1 reconstitution rescues growth and differentiation of *Prep1* ^-/-^ Embryoid bodies (EBs). (A) Prep1 KO1 ES cells where infected either with an empty vector (EV) or with a vector containing Prep1 cDNA. Their ability to form EBs was assessed along with WT ES cells infected with an empty vector. Pictures of WT-EV, Prep1 KO1-EV and Prep1 KO1-Prep1 EBs after 2, 5, 7 and 9 days of differentiation. The scale bars indicate 200μm. The EBs were formed starting from 1000 cells. The histogram to the right shows the number of EBs formed at different differentiation times in the different cell lines. (B) RT-qPCR analysis of *Oct4*, *Gata4* and *Fgf4* RNA in WT-EV, Prep1 KO1-EV and Prep1 KO1-Prep1 ES cells (day 0) and differentiating EBs at day 2, day 5, day 7 and day 9 of differentiation (see Methods section). (C) RT-qPCR analysis of *Fgfr2* and *Fgfr3* RNA in WT-EV, Prep1 KO1-EV and Prep1 KO1-Prep1 ES cells (day 0) and differentiating EBs at day 2, day 5, day 7 and day 9 of differentiation (see Methods section).

In agreement with the RNA-seq data (Table 3), we also observed that the time course of *Wnt* genes expression during differentiation of EBs was drastically modified in the absence of *Prep1*. In particular at day 5 of EB differentiation, RT-qPCR data showed that *Wnt3* and *Wnt3a* were less expressed by >60% in *Prep1* ^-/-^ ES cells (Fig 6A). The expression of other *Wnts* was also strongly affected during differentiation of *Prep1* ^-/-^ ES cells (Fig 6A), as also suggested by the RNA-seq data on *Prep1* ^-/-^ ES cells of Table 3. *Wnt9b* was down-regulated by 30%, while others were overexpressed: *Wnt7b* (8-fold), *Wnt7a* (5-fold) and *Wnt6* (2.5-fold). *Wnt8a* and *Wnt9a* showed no change. Thus, since the expression of many *Wnt* genes is affected in the *Prep1* ^-/-^ background, we conclude that Prep1 can also influence the Wnt pathway and its absence may affect Wnt-dependent early embryo development and ES cells differentiation *in vitro*. Indeed, as indicated by the ChIP-seq data (S1 Table) and confirmed by a specific ChIP PCR (Fig 6B), the Wnt3 gene was proven to be a direct target of Prep1. A strong enrichment of the region carrying Prep1 target sequence was obtained by immunoprecipitating chromatin with Prep1 antibody, but not of the nearby region (S3 Fig for the detail on the Wnt3 promoter). IgG control with WT chromatin or anti-Prep1 antibody with *Prep1* ^-/-^ chromatin showed no enrichment (Fig 6B). The reduction of Wnt activity during EB differentiation was confirmed by the decrease of active β-catenin (Fig 6C) at day 5 of differentiation in *Prep1* ^-/-^ cells. The reduction of active β-catenin was rescued by the re-addition of Prep1.

**Fig 6:**
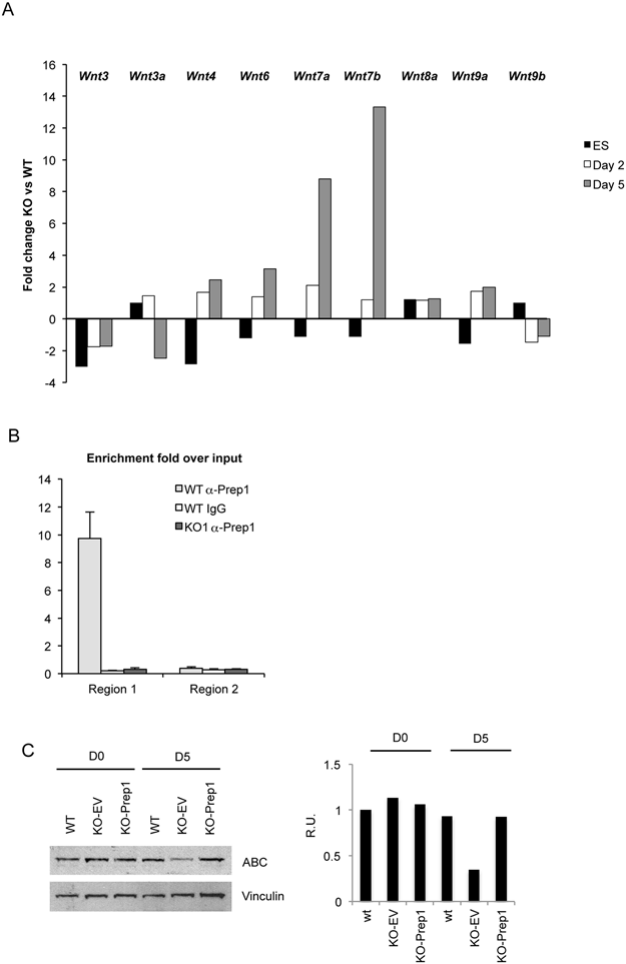
*Prep1* ^-/-^ Embryoid bodies (EBs) express altered levels of various *Wnt* RNAs during differentiation and Prep1 directly targets the *Wnt3* promoter. (A) Deficient regulation of Wnt genes during differentiation of *Prep1* ^-/-^ EB. RT-qPCR analysis of *Wnt* mRNA expression. Fold change variations of *Wnt3*, *Wnt3a*, *Wnt4*, *Wnt6*, *Wnt7a*, *Wnt7b*, *Wnt8a*, *Wnt8b* and *Wnt9b* RNAs in Prep1 WT v. KO1 ES cells at day 0, day 2 and day 5 of differentiation. (B) Chromatin Immunoprecipitation (ChIP) analysis of the Wnt3 promoter. Region 1 contains the Prep1 binding site, while Region 2 does not (see S3 Fig for details on the sequence). The fold enrichment over input obtained by immunoprecipitation with an anti-Prep1 antibody in WT ES cells is shown for region 1 and region 2. As negative controls we used either IgG with WT ES cells chromatin, or anti-Prep1 antibody in the *Prep1* ^-/-^ KO1 ES cells chromatin (see Methods section). (C) Immunobloting of total cell lysates from the WT ES cells (WT), *Prep1* ^-/-^ ES cells transfected with empty vector (KO-EV), Prep1-rescued ES cells (KO-Prep1) before (D0) and after 5 days of differentiation of EB (D5) using an anti-active beta-catenin antibody (anti-ABC). Anti-vinculin antibody was used as loading control. The quantification of the immunobloting is shown in the right panel. Relative units (R.U.) are the band intensities normalized to that of the band of ES WT cells before differentiation.

### The absence of Prep1 affects the formation of the Primitive Endoderm *in vivo*

The observation of an altered expression of *Gata4* in Prep1 KO EB prompted us to analyze Prep1 KO embryos at E4.5, which represent their *in vivo* counterpart. *Prep1* ^-/-^ embryos die at about E6.25 due to p53-dependent apoptosis of the epiblast [9]. At E4.5, *Prep1* ^-/-^ blastocysts exhibit a normal morphology, with a well identifiable trophectoderm (Cdx2-positive), Epiblast (Nanog-positive) and primitive endoderm (PE) (Gata4 positive cells) as shown by immunofluorescence (IF) (Fig 7A). However, quantification revealed that among the cells of the inner cell mass, the Gata4-expressing PE cells represented a slightly smaller fraction in *Prep1* ^-/-^ than in WT embryos (Fig 7B), a difference which was statistically significant (*p* = 0.01). This agrees with the reduction of *Gata4* expression in *Prep1* ^-/-^ ES cells and differentiating EBs (Table 2, Fig 3B). 

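In the ES cell libraries *Gata4* (ENSMUSG00000021944, chromosome 14 from 63817759 to 63890529 on the minus strand of mm9) had 1156 reads (RPKM 4.61) in wild type and 350 reads (RPKM 1.56) in the library labelled *Prep1* -/-. The KO/WT ratio was 0.339, with an exact 95% interval of 0.300 to 0.382. The gene passed the down-regulated filter and is not among the genes that S4 Table lists as bound. The paper's adjusted p-value for it is 2.63e-80. A pseudocount of 1 gave a ratio of 0.457. Embryos and EBs were not analysed here.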

At this stage, immunostaining with an anti-cleaved Caspase-3 antibody did not reveal excess apoptosis in *Prep1* ^-/-^ embryos (Fig 7C), indicating that the reduction in Gata4-expressing cells was not due to selective cell death. This represents a novel, precocious phenotype of the *Prep1* ^-/-^ embryos.

**Fig 7:**
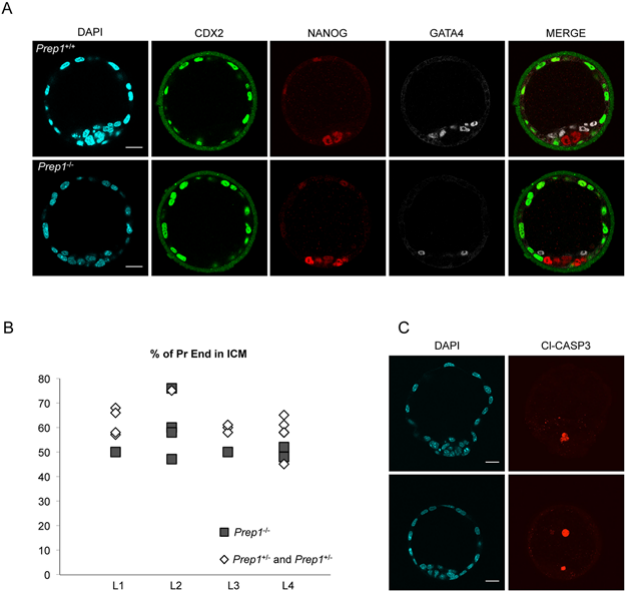
Decreased representation of primitive endoderm (PE) cells in E.4.5 *Prep1* ^-/-^ mouse embryos. (A) An example of confocal sections of immunofluorescent stainings of Cdx2, Nanog and Gata4 in e4.5 *Prep1* ^-/-^ and WT embryos, counterstained with DAPI. The scale bars represent 20μm. (B) Percent of PE cells in the inner cell mass per embryo, at E4.5, in 4 independent litters resulting from *Prep1* ^*+/-*^ intercrosses (L1 to L4). (C) Z projections of confocal sections (covering the whole embryos) showing cleaved Caspase-3 immunostaining in E4.5 *Prep1* ^-/-^ and WT embryos. One confocal section of the DAPI counterstaining is shown for each embryo. The scale bars represent 20μm.

### The absence of Prep1 affects the expression of Pbx proteins in ES cells

Since Prep1 binds DNA as a dimer with Pbx, and since Pbx1 interacts also with other members of the TALE family, the absence of Prep1 might lead to occupancy of Prep1 sites by other Pbx dimers, i.e. Pbx-Meis1. However, it is known that the absence of Prep1 might also affect the level of its partner Pbx since Prep1 dimerization stabilizes Pbx proteins in some cells [26–28]. The question therefore arises whether the anomalies of the *Prep1* ^-/-^ ES cells reflect only the absence of Prep1 or also the effect of alternative Pbx dimers. If the absence of Prep1 leads to a decrease in Pbx protein level, the latter possibility would be much less likely. We have tested therefore the level of expression of Pbx proteins in *Prep1* ^-/-^ ES cells. We compared one WT to two *Prep1* ^-/-^ ES cell lines (KO1 and KO2) and also infected *Prep1* ^-/-^ ES cells with expression vectors for Prep1 to re-establish its expression. Immunoblotting analysis showed, in addition to the loss of Prep1 in both *Prep1* null ES cell lines (Fig 8A), also a major decrease of Pbx1a, Pbx1b and Pbx2 (Fig 8B, 8C and 8E), whereas no effect was observed for Pbx3 which however was present mostly in the cytoplasm (Fig 8D). Unlike the decrease in protein, *Prep1* null ES cell lines did not show an equivalent decrease in the mRNA of *Pbx1*, *Pbx2* or *Pbx3* (Fig 8F). In *Prep1* ^-/-^ ES cell lines in which Prep1 level had been re-established infecting cells with a *Prep1* expression vector, the level of Pbx1 and Pbx2 was restored (Fig 8A, 8B and 8E). We conclude therefore that the Prep1 deficiency causes a depletion of the Pbx proteins from the nucleus by a post-transcriptional (possibly destabilizing) mechanism, and that the phenotype observed was mostly due to the loss of the Pbx-Prep1 and not to the formation of alternative complexes.

**Fig 8:**
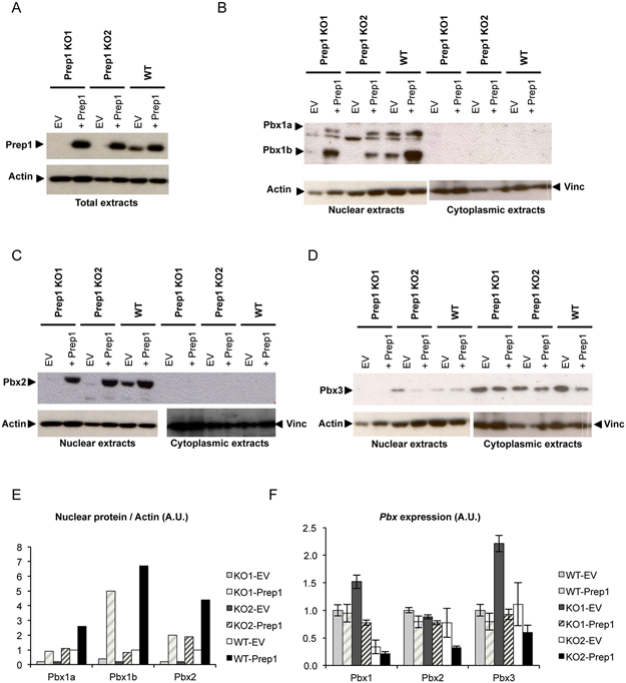
*Prep1* ^-/-^ ES cells express decreased levels of Pbx1 and Pbx2 proteins but not of their RNA. WT as well as Prep1 KO1 and Prep1 KO2 ES cells were infected either with an empty vector or with a vector containing Prep1 cDNA and were subjected to immunoblotting analysis. (A) Immunoblotting analysis of Prep1 expression in total protein extracts of WT, Prep1 KO1 and Prep1 KO2 ES cells infected either with an empty vector or with a vector containing Prep1 cDNA. An Actin immunoblot was used as loading control. (B) Immunoblotting analysis of Pbx1a and Pbx1b expression in nuclear and cytoplasmic protein extracts of WT, Prep1 KO1 and Prep1 KO2 ES cells infected either with an empty vector or with a vector containing Prep1 cDNA. Actin and Vinculin (Vinc) immunoblots were used as loading control of nuclear and cytoplasmic extracts, respectively. Notice the absence of Pbx1 in the cytoplasmic extract. (C) Immunoblotting analysis of Pbx2 expression in nuclear and cytoplasmic protein extracts of WT, Prep1 KO1 and Prep1 KO2 ES cells infected either with an empty vector or with a vector containing Prep1 cDNA. Actin and Vinculin (Vinc) immunoblots were used as loading control of nuclear and cytoplasmic extracts, respectively. Notice the absence of Pbx2 in the cytoplasmic extract. (D) Immunoblotting analysis of Pbx3a expression in nuclear and cytoplasmic protein extracts of WT, Prep1 KO1 and Prep1 KO2 ES cells infected either with an empty vector or with a vector containing Prep1 cDNA. Actin and Vinculin (Vinc) immunoblots were used as loading control of nuclear and cytoplasmic extracts, respectively. Notice the presence of Pbx3 in the cytoplasmic extracts. (E) Quantification of Pbx1a, Pbx1b and Pbx2 immunoblots normalized to Actin. (F) RT-qPCR analysis of *Pbx1*, *Pbx2* and *Pbx3* mRNAs in WT, Prep1 KO1 and Prep1 KO2 ES cells infected either with an empty vector or with a vector containing Prep1 cDNA.

## Discussion

In contrast to its ubiquitous expression [9, 17] Prep1 exerts multiple functions. Indeed, while the ChIP-seq analysis of the E11.5 embryo trunk showed that Prep1 controls mainly basic or house-keeping genes [18], the presence of ES cells-specific Prep1 binding sites reported in this paper supports a direct involvement in the developmental process. Indeed, embryonic phenotypes range from epiblast apoptosis, to brain damage, impaired hematopoiesis and cranio-facial development [9–11, 29, 30].

There are two novel discoveries reported in this paper: the cell type-specificity of at least a fraction of Prep1 binding sites and the direct involvement of Prep1 in the Fgf and Wnt signaling pathways. There is a large difference in binding sites between the ES cells (this paper) and the total embryo trunk [18]. Since the E11.5 embryo represents a mixture of mostly differentiated cells and different types of progenitors, some of the novel ES cells sites may even be specific for stem cells.

The GO analysis of embryo’s DNA-binding sites showed that basic cellular, and not development-related, functions were enriched among Prep1 targets [18]. The GO analysis of the ES cells data, on the other hand, is not enriched in basic cellular functions, but highlights a different set of gene categories, which include signaling pathways involved in embryo development. In particular, the Wnt and Fgf genes are highly enriched among those dysregulated in the *Prep1* ^-/-^ ES cells (Tables 3 and 4). 

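For both families the number of down-regulated genes was set against random lists of the same size and mean expression. Lists matched to the *Wnt* genes held a median of 2 down-regulated genes, and 5 at the upper end of the middle 95% of the lists. The number among the *Wnt* genes lay at percentile 100 of the lists. Lists matched to the *Fgf* and *Fgfr* genes also held a median of 2 down-regulated genes, and the number in this family lay at percentile 86.1. The numbers of up-regulated genes, 0 of the *Wnt* genes and 4 of the *Fgf* and *Fgfr* genes, were not compared with random lists.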

Wnt and Fgf ligands are required for very important processes in embryo development. These were not evidentiated as important Prep1 targets in the total embryo trunk study [18], possibly because of the presence of mixed lineages in the analyzed material.

The RNA-seq expression data have been validated using quantitative RT-PCR and immunoblotting both in ES cells and in differentiating *Prep1* ^-/-^ EBs confirming that the absence of Prep1 has a major effect on the genes of the Fgf (*Fgf4* and two Fgf receptors) and Wnt pathways. At the same time, these studies have validated a role of Prep1 in the ES cells differentiation. Indeed, the level of expression of many genes that are essential for embryo development, as well as the timing of their induction/repression upon ES cells differentiation, was drastically modified upon *Prep1* down-regulation. This is not the first example of TALE proteins control of the Fgf signaling in ES cells, as Pbx1 was already shown to regulate the expression of *Fgf8* [31].

Part of the anomalies observed in the E4.5 *Prep1* ^-/-^ embryo, a minor, but significant, delay of appearance or decrease of PE cells and of their marker *Gata4*, may be correlated with the perturbation of the Fgf pathway. PE formation requires Fgf4 and its receptors and in this process *Nanog* must be down-regulated and *Gata4* up-regulated. Indeed, in *Prep1* ^-/-^ EB the activity of the Fgf pathway is altered, *Nanog* disappearance is delayed and *Gata4* is not up-regulated. These metabolic alterations may also contribute to the subsequent (around E6.0) apoptosis of the *Prep1* ^-/-^ epiblast [9].

The dysregulation of Wnt genes supports previous evidences of a role of Prep1 in Wnt signaling [30, 32]. In addition, it may also hypothetically explain some features of the *Prep1* phenotypes, like the absence of *Hoxb1b* (the zebrafish equivalent of mammalian *Hoxa1*) as well as of *Hoxb2* and *Hoxb4* in the R1–R4 rhombomeres of zebrafish, which has major consequences on the cranial nerves formation and neural crest cells (branchial arch 1) migration and differentiation [29]. Indeed, *Wnt3* and *Wnt3a* are essential for anterior-posterior patterning and their functions are connected with *Hox* genes expression [33, 34].

We have previously observed that some TALE genes can be bound by TALE proteins [18], suggesting possible cross-regulation, although this possibility has not been really explored. Prep1 binds strongly (one of the strongest ChIP-seq peaks) in the vicinity of the TSS of its own gene (*Pknox1*) in both total embryo and ES cells (S1 Table and ref [28]). It would be worthwhile exploring further the actual auto-regulation and cross-regulations of TALE genes.

Another, possibly important, difference between total embryo trunk and ES cells is the three-fold higher binding of Prep1 to enhancers among the ES^exc^ peaks (Table 2). As enhancers are involved in the “regulation” of gene expression more than promoters, this difference might indicate a more subtle regulatory function of Prep1 in ES than in differentiated cells.

Finally, Prep1 mostly binds DNA in complex with Pbx1 at the level of promoters [18]. In *Prep1* ^-/-^ ES cells, the absence of Prep1 significantly affects the level of the Pbx1 and Pbx2 proteins by a post-transcriptional mechanism, leading to a decrease of Pbx proteins. Within the Prep1-Pbx1 dimer, it is Prep1 that drives Pbx1 to bind at a specific DNA sequence [18], while possibly Pbx1 provides the information for the specific (activating or repressing) function [35]. We have not investigated the nature of the Prep1-dependent Pbx1 stabilization. However, a similar effect has been observed in other cells where it was ascribed to inhibition of Pbx1 proteasomal degradation [26–29].

## Materials and Methods

### ChIP-seq

Chromatin immunoprecipitations (IP) were performed using standard methods with anti-Prep1 antibody (N15, Santa Cruz Biotechnology, Santa Cruz, USA). This antibody can also recognize, much more weakly, Prep2 (our unpublished data). Mouse R1 embryonic stem cells [36] (10^8^ cells) were cross-linked in complete medium (10% FBS) containing 1% formaldehyde for 10 min, the reaction was terminated by addition of 125 mM glycine. Fixed cells were washed three times (5 min each) in cold PBS and lysed in LB1 buffer (LB2 buffer containing 0.5% NP-40 and 0.25% triton X-100). Nuclei were then washed in LB2 buffer (10mM Tris-HCl pH = 8 and 200 mM NaCl) to remove detergents and resuspended in LB3 buffer (LB2 buffer containing 0.1% Na-deoxycholate and 0.5% N-lauroylsarcosine). Chromatin was sonicated 5 times for 30 sec at 30% of the maximum power of a Branson 450 sonicator to generate 100–400 bp chromatin fragments. After clearing by centrifugation, sonicated chromatin was incubated with antibody-bound protein A-conjugated magnetic beads (Invitrogen, Carlsbad, USA). For each IP we used 10 μg antibody. IP with rabbit IgG was performed as negative control. After overnight IP at 4°C the bound complexes were washed twice in WB1 (50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton-X100, 0.1% Na-doexycholate), twice in WB2 (50 mM Hepes-KOH pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton-X100, 0.1% Na-doexycholate) and twice in LiCl WB (10 mM Tris-Cl pH 8.0, 250 mM LiCl, 0.5% NP-40, 0.5% Na-deoxycholate, 1 mM EDTA). Immunoprecipitated complexes were eluted from the beads by incubation for 30 min in EB (2% SDS in TE) at 37°C. The eluted material was reverse cross-linked at 65°C overnight and incubated for 1 h at 55°C with proteinase K. The obtained material was extracted with phenol-chloroform and ethanol precipitated. After RNAse treatment, the DNA was purified with a PCR purification kit (Qiagen, Netherlands). About 10 ng of immunoprecipitated DNA were processed for sequencing.

### ChIP-seq data analysis

Chromatin-immunoprecipitated DNA was sequenced using an Illumina GAII analyzer. Single-end 36 bp reads were first mapped with BWA software [37] against the mm9 version of the mouse genome. Peak-calling was performed using MACS peak-calling algorithm [38]. De novo motif discovery was run to identify consensus sequences enriched in the selected regions versus the whole genome using MEME as de novo motif finder algorithm [23]. The set of peak coordinates was intersected with the sets of peaks obtained for total mouse embryo [18] considering as same peaks when overlapping at least by 50%. Individual instances of the core motif within all peaks were searched with a local install of the FIMO (Find Individual Motif Occurrences) program from the MEME suite [23] with default parameters (individual p-value cutoff 10^-4^).

The sequences of the oligonucleotides used for conventional ChIP are listed in S6 Table.

### RNA-seq

For RNA-seq, total RNA was purified from mouse WT and Prep1 KO2 ES cells(see below) [9]. The mRNA was purified and the library for Illumina chromatin sequencing prepared according to the Illumina recommendations. mRNA samples were sequenced using the paired-end 50 bp protocol. Reads (~7M per sample) were mapped and transcript expression estimated using RSEM [39]. This program aligns the reads against a set of predefined transcripts (in our case mouse ensemble 63 gene build) and uses an expectation maximization algorithm to assign reads probabilistically to one of the isoforms of a given gene. The quantification results from RSEM were then analyzed with the Bioconductor package DESeq [40], which fits a negative binomial distribution to estimate technical and biological variability.

### RNA-seq data analysis

Peak overlapping and correlation with RNA-seq data were performed on the Galaxy bioinformatics platform [41, 42]. Peak association with regulated genes was estimated by calculating peak density per megabase in all Ensembl v63 nuclear genes, their promoters and close intergenic regions and comparing with the corresponding values for genes up- or down-regulated in *Prep1* ^-/-^ ES cells. Peak overlap with histone modification data was established by considering 3000 pb around the summit of the histone mark peaks and intersecting with transcription factor peaks.

### ES cells culture and differentiation

*Prep1* WT and two *Prep1* ^-/-^ (KO1 and KO2) C57Bl6 ES cells were derived in the laboratory [9]. They were cultured in 0.2% Gelatin-coated dishes in Glasgow-modified Eagle’s MEM complemented with 15% ES screened FBS (Hyclone, Logan, UT, USA), under standard conditions with 1000 U/ml leukemia inhibitory factor (LIF; Chemicon, CA, USA). Down regulation of *Prep1* in WT ES cells was obtained by infecting the cells with a pLKO.1 vector containing an shRNA against *Prep1* (Thermo Scientific #RMM3981-201784941) or a scrambled sequence for controls (#RHS4080). Overexpression of Prep1 was obtained by infection of the cells with a pMSCVpuro vector containing mouse *Prep1* cDNA while control cells were infected with an empty vector. Embryoid bodies (EBs) were obtained using the standard hanging drops protocol [19], plating two hundred cells per drop in LIF-free ES medium.

### Embryo preparation and immunostaining

All animal experiments were performed in accordance with Institutional Animal Care and Use Committee of IFOM (project #110/11) approved by the Italian Ministry of Health. Animals were kept on a 12/12-h light/dark cycle (lights on at 07:00 h) with free access to food and water. All animal handlings (sacrifice, etc.) were in accordance with the guidelines established by EU (directive 2010/63/EU). Mice were sacrificed by carbon dioxide euthanasia.

E3.5 embryos were flushed according to standard procedures [36] and cultured for 24h in M16 (Sigma) medium at 37°C and 0.5% CO2. E4.5 embryos were then fixed in PFA 4%, permeabilized in PBS/0.25% Triton X-100, blocked in PBS/0.05% Triton X-100/3% BSA and incubated with primary antibodies: mouse anti-Cdx2 (Biocare Medical CM226; 1:100), rabbit anti-Nanog (Cosmo Bio RCAB0002P-F, 1:50), goat anti-Gata4 (Santa Cruz sc-1237; 1:100), rabbit anti-cleaved Caspase-3 (Cell Signaling 9661; 1:200), followed by secondary antibodies: donkey anti-mouse A488-conjugated (Invitrogen; 1/100), donkey anti-rabbit CY3-conjugated (Jackson Labs; 1/400), donkey anti-goat CY5-conjugated (Jackson Labs; 1/400), and DAPI (0.5μg/mL) counterstaining. The images were acquired with a TCS SP2 AOBS confocal microscope (Leica Microsystem) and processed with ImageJ software.

### RT-qPCR experiments

RNA extraction was processed according to the RNeasy (QIAGEN) protocol. After genomic DNA degradation with RNase-Free DNase (QIAGEN), reverse transcription was performed with the Superscript II (Invitrogen). For *Oct4*, *Nanog*, *Gata4*, *Fgf4*, *Fgfr2* and *Fgfr3* expression analysis, cDNAs were subjected to qPCR on Roche LightCycler480 (Roche) using the primers listed in S7 Table. To measure *Wnt3*, *Wnt3a*, *Wnt4*, *Wnt6*, *Wnt7a*, *Wnt7b*, *Wnt8a*, *Wnt9a* and *Wnt9b* expression levels, predesigned RealTime ready assays (Roche) (S7 Table) were run on Roche LightCycler480 (Roche). *Pbx1*, *Pbx2* and *Pbx3* RNA expression were assessed with predesigned Taqman Gene Expression Assay (Applied Biosystems) listed in S7 Table on ABI-Prism 7900 HT sequence detection system (Applied Biosystems). Results were normalized by *Gapdh* gene expression.

### Immunoblotting experiments

Antibodies used were anti-Prep1 (Santa Cruz sc-25282; 1:200), anti-Pbx1 (Cell signaling 4342S, 1:1000), anti-Pbx2 (Santa Cruz sc-890;1μg/mL), anti Pbx3 (kind gift of Michael Cleary, used at a 1:200 dilution), anti-Vinculin (Sigma V9131; 1:10000), anti-Actin (Santa Cruz sc-1616; 1/200) and anti-active beta-catenin (Millipore 05–665; 1:2000).

## Supporting Information

S1 Fig (A) ChIP-seq results were validated in single ChIP experiments in mouse ES cells. Endpoint PCR revealed enrichment of Prep1 peak regions in samples immunoprecipitated with anti-Prep1 antibody (αPrep1). (B) Quantitative real-time PCR confirmed the binding of Prep1 to the Suv420h2 promoter region in samples obtained in ChIP experiments in mouse ES cells (αPrep WT) with much higher enrichment then in *Prep1* ^-/-^ ES cells (αPrep KO).
(PDF) Click here for additional data file.

S2 Fig Fgf4 promoter region. DNA sequence of the *Fgf4* promoter region. 

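On mm9 (NCBIM37) the *Fgf4* gene (ENSMUSG00000050917) lies on the plus strand of chromosome 7 from 152047291 to 152051148. The primers of region 1 enclose 251 bp from 152047082 to 152047332, that is from -209 to 41 relative to the annotated transcription start. This region starts upstream of the gene and ends in the untranslated part of its exon at the 5′ end. The Prep1 site TGATTGGCAG was found at 152047183 to 152047192 on the plus strand, -108 to -99 from the transcription start and outside any annotated gene. With 20 bases on each side the genome reads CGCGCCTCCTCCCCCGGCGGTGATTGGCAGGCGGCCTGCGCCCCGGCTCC. The forward primer of region 2 matched at 152046316 to 152046335, starting at -975, also in sequence annotated as intergenic. Only primers that matched the genome base for base were placed, and of region 2 this was 1 primer.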

Region 1 and Region 2 are highlighted in green and red, respectively. The Prep1 binding site identified by ChIP-seq is underlined in bold blue. Prep1 binding consensus sequences which were not found to be bound by Prep1 in ES cells are underlined in thin blue. The transcription start site is indicated by an arrow.
(PDF) Click here for additional data file.

S3 Fig Wnt3 promoter region. 

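The *Wnt3* gene (ENSMUSG00000000125) lies on the plus strand of chromosome 11 of mm9 (NCBIM37) from 103635464 to 103679271. Region 1, as its primers enclose it, spans 229 bp from 103635152 to 103635380, -312 to -84 relative to the annotated transcription start, and is intergenic. It holds the decamer TGATTGACAG at 103635335 to 103635344 on the plus strand, -129 to -120 from the start, within the sequence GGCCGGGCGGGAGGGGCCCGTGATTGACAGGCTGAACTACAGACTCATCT. Region 2 spans 155 bp from 103635967 to 103636121, 503 to 657 bases past the transcription start, within an intron of *Wnt3*. In S1 Table the paper lists a TSS-associated peak (number 656) from 103634830 to 103635811, which covers region 1, with a score of 1463.28, a fold enrichment of 63.37 and an FDR of 0.14%.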

DNA sequence of the *Wnt3* promoter region. Region 1 and Region 2 are highlighted in green and red, respectively. The Prep1 binding site identified by ChIP-seq is underlined in bold blue. The transcription start site is indicated by an arrow.
(PDF) Click here for additional data file.

S1 Table ChIPseq analysis of Prep1 in wild type ES cells. (XLS) Click here for additional data file.

S2 Table RNA-seq analysis of wild type and Prep1^-/-^ C57Bl/6 ES cells. 

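S2 Table gives for each gene its Ensembl identifier, name, chromosome, strand, start and end, the RPKM of the wild type and of the *Prep1* -/- library, their ratio and its logarithm, and a p-value with its adjusted value from the authors' comparison of the libraries. Further columns state whether Prep1 peaks lie within the gene, in its promoter or in the nearby intergenic sequence. RPKM divides the reads of a gene by its length and by the size of the library. Values of genes of different length and of libraries of different depth can then be set side by side. The library sizes behind the deposited RPKM are not the summed read counts.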

(XLSX) Click here for additional data file.

S3 Table A. RNA-seq analysis of genes overexpressed in Prep1 KO ES cells (KO/WT ratio >1.5). 

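The sheets of S3 Table hold the overexpressed genes and those of them that are bound by Prep1, with the same kinds of columns as S2 Table. The RPKM filter applied to them is on the *Prep1* -/- library, since 322 of the 910 genes have a deposited wild type RPKM that is not above 1.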

B. Genes down-regulated in Prep1^-/-^ ES cells and bound by Prep1 in wt ES cells. (XLSX) Click here for additional data file.

S4 Table A. List of Prep1 target genes overexpressed in Prep1 KO ES cells (KO/WT ratio >1.5). B. Genes upregulated in Prep1^-/-^ ES cells and bound by Prep1. (XLSX) Click here for additional data file.

S5 Table Gene Ontology Analysis of the Genes Down-Regulated in Prep1 KO ES Cells. 

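For each GO term S5 Table lists the genes counted under it and 4 numbers, called N, B, n and b. N is 20921 and n is 142 for the terms listed, and the number of genes named under “developmental process” is 51. In the deposited values the 8 genes named under “Wnt receptor signaling pathway” had a median KO/WT ratio of 0.317 and the 19 under “organ development” 0.371. Of the 78 genes named in the table, 7 are microRNAs. No gene found in the files had a ratio above 0.499, although the threshold for down-regulation in S4 Table is 0.7.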

(XLS) Click here for additional data file.

S6 Table Oligonucleotide Primers employed in conventional ChIP analysis. (DOCX) Click here for additional data file.

S7 Table Primer oligonucleotides for RNA level measurement. (DOCX) Click here for additional data file.

# Supplementary material for: ChIP-Seq and RNA-Seq Analyses Identify Components of the Wnt and Fgf Signaling Pathways as Prep1 Target Genes in Mouse Embryonic Stem Cells
**Source:** PLoS One. 2015 Apr 13;10(4):e0122518. doi: 10.1371/journal.pone.0122518
**Supplement:** S2 Fig — DNA sequence of the Fgf4 promoter region. Region 1 and Region 2 are highlighted in green and red, respectively. The Prep1 binding site identified by ChIP-seq is underlined in bold blue. Prep1 binding consensus sequences which were not found to be bound by Prep1 in ES cells are underlined in thin blue. The transcription start site is indicated by an arrow.

Supporting S2\_Figure

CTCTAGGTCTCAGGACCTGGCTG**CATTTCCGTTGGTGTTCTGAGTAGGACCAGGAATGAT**  
**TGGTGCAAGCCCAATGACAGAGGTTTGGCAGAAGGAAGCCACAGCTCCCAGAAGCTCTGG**  
**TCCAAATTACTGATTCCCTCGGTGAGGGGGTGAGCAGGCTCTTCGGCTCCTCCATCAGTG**  
**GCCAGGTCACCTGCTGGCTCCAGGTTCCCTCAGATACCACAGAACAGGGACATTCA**CACCT  
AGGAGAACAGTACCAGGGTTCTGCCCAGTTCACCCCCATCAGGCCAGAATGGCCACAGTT  
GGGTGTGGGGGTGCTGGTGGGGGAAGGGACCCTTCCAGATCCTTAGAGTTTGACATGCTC  
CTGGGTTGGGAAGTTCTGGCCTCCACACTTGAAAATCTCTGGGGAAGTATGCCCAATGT  
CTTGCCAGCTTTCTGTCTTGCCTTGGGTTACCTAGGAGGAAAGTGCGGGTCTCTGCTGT  
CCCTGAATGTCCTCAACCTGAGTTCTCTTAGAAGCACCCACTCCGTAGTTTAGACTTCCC  
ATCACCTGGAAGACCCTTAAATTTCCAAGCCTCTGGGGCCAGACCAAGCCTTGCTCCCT  
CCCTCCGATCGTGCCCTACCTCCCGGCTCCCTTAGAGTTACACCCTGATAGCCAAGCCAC  
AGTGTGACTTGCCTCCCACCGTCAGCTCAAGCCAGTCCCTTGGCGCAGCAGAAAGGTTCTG  
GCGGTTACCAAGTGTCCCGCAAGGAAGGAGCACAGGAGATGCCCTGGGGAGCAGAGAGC  
CAAGGGGCG**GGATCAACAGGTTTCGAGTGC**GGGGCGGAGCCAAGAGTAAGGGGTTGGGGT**C**  
**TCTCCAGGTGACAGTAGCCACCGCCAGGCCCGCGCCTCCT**CCCCGGCGGTGATTGGCAG  
**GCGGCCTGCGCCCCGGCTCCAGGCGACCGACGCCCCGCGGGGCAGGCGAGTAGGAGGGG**  
**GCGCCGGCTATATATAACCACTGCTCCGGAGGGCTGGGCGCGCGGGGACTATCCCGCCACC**  
**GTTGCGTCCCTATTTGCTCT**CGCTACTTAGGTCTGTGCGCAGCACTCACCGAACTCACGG  
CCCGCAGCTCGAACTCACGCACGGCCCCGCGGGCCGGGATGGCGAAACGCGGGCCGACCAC

Region 2

Region 1

|                                                                                          |                               |
|------------------------------------------------------------------------------------------|-------------------------------|
| <u>TGACAG</u>                                                                            | Putative Prep1 binding site   |
| <u>TGATTGGCAG</u>                                                                        | Prep1 binding site (ChIP Seq) |
|  GCGC | Transcription start site      |

# Supplementary material for: ChIP-Seq and RNA-Seq Analyses Identify Components of the Wnt and Fgf Signaling Pathways as Prep1 Target Genes in Mouse Embryonic Stem Cells
**Source:** PLoS One. 2015 Apr 13;10(4):e0122518. doi: 10.1371/journal.pone.0122518
**Supplement:** S6 Table

**Table S6**

**Oligonucleotide Primers employed in conventional ChIP analysis.**

| **Gene** | **position** | **sequence** |
| --- | --- | --- |
| Map3K3 | Forward | 5'-TGATTGGCTAGGCGCGAGAG-3' |
| Map3K3 | Reverse | 5'-TCCGAAAAACAAACCGCTGGG |
| Dnm2 | Forward | 5'-CAGGTTGACGTTTCTGCGACC-3' |
| Dnm2 | Reverse | 5'-TGCCACTCAAGAACGTGAGCC-3' |
| Rab3a | Forward | 5'-GTAATCAAGATGTATGCCTGCC-3' |
| Rab3a | Reverse | 5'-CATTGGCTGATGCTCTCGAGC-3' |
| Suv420h2 | Forward | 5'-GGCCTTAACGAATGGAAGCG-3' |
| Suv420h2 | Reverse | 5'-CAGCGAACTACAGCCAATGG-3' |

# Supplementary material for: ChIP-Seq and RNA-Seq Analyses Identify Components of the Wnt and Fgf Signaling Pathways as Prep1 Target Genes in Mouse Embryonic Stem Cells
**Source:** PLoS One. 2015 Apr 13;10(4):e0122518. doi: 10.1371/journal.pone.0122518
**Supplement:** S7 Table

**Table S7: Primer oligonucleotides for RNA level measurement**

|  |  |  |
| --- | --- | --- |
|  | 5'-3' Forward Primers Sequences | 5'-3' Reverse Primers Sequences |
|  |  |  |
| Gapdh | TCCCACTCTTCCACCTTCGATGC | GGGTCTGGGATGGAAATTGTGAGG |
| Oct4 | GCAGGAGCACGAGTGGAAAGCAAC | TCCCGACTTCCCTTCACCATAC |
| Nanog | AGGCTTTGGAGACAGTGAGGTGC | TACCCTCAAACTCCTGGTCCTTC |
| Gata4 | CTGTGCCAACTGCCAGACTA | CCTGCTGGCGTCTTAGATTT |
| Fgf4 | CCGGTTCTTCGTGGCTATGAG | TTCTTGGTCCGCCCGTTCTTAC |
| Fgfr2 | AAGGTACGAAACCAGCACTGGAG | TCCATCTCCGTCACATTGAACAG |
| Fgfr3 | GCCTGAACCTAGCCAG | CCTTAGCCCAGACCGTG |
|  | | |
| Fgf4-region1 | GGATCAACAGGTTCGAGTGC | AGAGCAAATAGGGACGCAACG |
| Fgf4-region2 | CATTTCCGTTGGTGTTCTGA | TGAATGACCCTGTTCTGTGG |
| Wnt3-region1 | CAAAGCTCCAGCTCCCTAAA | CGCGGCCTAAGGTAAGAGAT |
| Wnt3-region2 | CGAAGAACCTTCGTTTGCTC | TGTGGGGGAAATCTCTTGAC |
|  | | |
| Taqman Gene Expression Assays (Applied Biosystems) | | |
|  |  | |
| Gapdh | ID Mm99999915_g1 | |
| Pbx1 | ID Mm00435507_m1 | |
| Pbx2 | ID Mm00479560_m1 | |
| Pbx3 | ID Mm00479413_m1 | |
|  | | |
| RealTime ready assays (Roche) | | |
|  |  | |
| Gapdh | ID 307884 | |
| Wnt3 | ID 310560 | |
| Wnt3a | ID 301106 | |
| Wnt4 | ID 310523 | |
| Wnt6 | ID 310842 | |
| Wnt7a | ID 310511 | |
| Wnt7b | ID 310567 | |
| Wnt8a | ID 310553 | |
| Wnt9a | ID 310600 | |
| Wnt9b | ID 310838 | |

How the deposited data were processed for this re-analysis (not part of the article)

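RNA-seq of mouse ES cells was analysed, with 1 wild type library and 1 library labelled *Prep1* -/- (KO2 line). The ChIP-seq samples of the study, its RT-qPCR, EB and embryo experiments were not analysed here, apart from the part of the peak list in S1 Table that is described under the bound genes. The authors purified mRNA, sequenced paired-end reads of 50 bp, assigned them to the genes of Ensembl release 63 on mm9 (NCBIM37) with RSEM and analysed the result with DESeq, and they state no program versions. The authors deposited for each of 22718 genes a read count, which is a whole number without normalization. The authors also deposited an RPKM value per gene, which divides the reads by gene length and by the size of the library. The KO/WT ratio of the RPKM values divided by the ratio of the read counts plus 1 was 1.12 for every gene with finite values, so the authors' RPKM was made from the count plus 1. The library sizes behind it are not the summed read counts, since scaling by those multiplied the KO/WT ratio by a further 1.03. RPKM was listed as Inf for 85 genes in each library.

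The design, the marker lists, the rule for the genes named and the alternatives listed first below were set before the data were examined, and the design was set for RPKM values. The files also hold counts, but with 1 library per genotype no count test across replicates is possible, and none was run. The differences therefore have no replicate check. Read counts were used for the exact binomial intervals, which describe counting error between the 2 libraries only. Reads are not independent molecules, so the true error is larger. With 29596294 and 25717811 reads in total, a gene with 20 reads in the libraries together has a wide interval, and such genes are marked in the text.

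Genes were called down-regulated with a wild type RPKM above 1 and a KO/WT ratio below 0.7, and up-regulated with an RPKM above 1 in the library labelled *Prep1* -/- and a ratio above 1.5, without a pseudocount and with finite values only. For lists of genes, 0.1 was added to both RPKM values, the median log2 ratio was taken with an order-statistic 95% interval, and its percentile was found among 10000 random lists of the same size drawn from 20 bins of mean expression. When the marker lists were written, some of their members had been seen in the paper's supplementary tables. Genes listed as bound by Prep1 were taken from S3 and S4 Tables and from the TSS-associated, intragenic and close intergenic peaks in the part of S1 Table used here (1997 peaks). The genes named are *Pknox1*, the genes of Tables 3 and 4, other genes the paper measures in ES cells, the 5 genes with the lowest and the 5 with the highest ratio among those past a filter with RPKM above 1 in both libraries and a symbol that is not a clone name, the chromosome Y genes with RPKM above 1 in either library, and members of the marker lists reported. *Xist* and 1 further gene were part of this rule and are not reported here.

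Coordinates are on mm9 (NCBIM37), with the GENCODE M1 annotation, in which 21446 of the 22718 genes were found. Primer and binding site sequences from the paper were placed by exact matches within the genome around the genes. GC content and transcript length were taken from GENCODE M1 transcripts and were known for 86.8% of the 13218 genes with RPKM above 1 in both libraries.

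The alternatives set first were 3 other scalings of the libraries, pseudocounts of 0.01 to 1, other RPKM filters, symmetric thresholds, leaving out genes on chromosomes X and Y, genes with an annotated span under 200 bp or genes without a small adjusted p-value in the paper's tables, 10 expression bins, and other gene lists. Further alternatives were added after the data were seen and are named as such. The calls, intervals and percentiles were tested on simulated data for 22718 genes, with 100 genes lowered and 100 genes raised 3-fold. All 100 genes of each direction were recovered, and the 95% intervals covered the known ratio in 94.8% of 2000 genes. A list of 19 lowered genes lay at percentile 0 of its random lists, and 3 of 100 lists of 19 unchanged genes lay outside the middle 95% of theirs. The changed genes, the 2000 genes and the members of the lists had RPKM above 1 in both libraries and at least 100 reads together. These tests therefore do not cover genes with fewer reads. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.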

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

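The tests with random lists and of copy number on chromosome 8, the tests on chromosome Y, the tests of mixing, exchanged labels and the targeted allele for *Pknox1*, and the test of erythroid factors were chosen only after the results were seen. The others below were set before their outcome was computed. Each of the 4 patterns is a signal in genes outside those whose RNA-seq values the paper's text discusses, and each rests on 1 library per genotype.

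Genes on chromosome 8 were lower in the library labelled *Prep1* -/-. The median log2 KO/WT ratio of its 702 genes with RPKM above 1 in both libraries was -0.36 (95% interval -0.39 to -0.34), against -0.06 for the 11968 genes of the other autosomes, whose medians ran from -0.12 to 0.06. The median lay at percentile 0 of 10000 random lists of genes of the other autosomes matched on expression, so chance sampling of genes did not give it. Relative to the other autosomes the median was -0.30, and -0.28 after centring bins of GC content and transcript length, which were known for 90.7% of the genes. All 13 windows of 10 Mb with at least 10 genes had a median below that of the other autosomes, between -0.43 and -0.09, which goes against a few genes or one segment. The highest of them is not unusual, since 78 of 225 windows of the other autosomes had a lower median. S4 Table lists 82 of its 224 chromosome 8 genes as bound by Prep1, 36.6% (Wilson 95% interval 30.6 to 43.1), against 29.7% (27.5 to 32.0) of its 1578 other genes. This difference has the direction that loss of Prep1 at bound genes would give, but the intervals overlap and the share of all chromosome 8 genes that are bound was not measured. Without the genes listed as bound, the median relative to the other autosomes was -0.281, but S4 Table lists bound genes only among the down-regulated, so neither value can tell whether binding plays a part. The KO/WT ratio of the chromosome relative to the other autosomes was 0.812, between 1 and the ratio that 2 copies against 3 in every cell would give. A candidate explanation is a difference in copy number, with an additional chromosome 8 in part of the wild type cells, which RNA values cannot tell apart from a difference in regulation.

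All 7 chromosome Y genes of the files had reads in the library labelled *Prep1* -/-, 991 in total, and 0 reads in the wild type library, where 3 reads would be 1.01e-05% of the total. *Ddx3y* had 310 reads, *Eif2s3y* 293, *Uty* 285 and *Ube1y1* 24. The X-linked copies of 4 of these genes had 24250 wild type reads, so reads shared with X-linked copies did not give the signal. That 7 of 7 genes had no wild type reads is consistent with lines of different sex chromosomes, but a Y chromosome lost in culture would look the same. A wild type line with 2 active X chromosomes would have higher X-linked expression, yet the median log2 ratio of 548 X-linked genes was 0.19 above that of autosomal genes. With 1 line per genotype, the sex chromosomes and the genotype cannot be told apart in any comparison of these libraries. An effect of the loss of Prep1 on chromosome Y genes was not tested.

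*Pknox1*, the targeted gene, had 332 reads in the library labelled *Prep1* -/-, at a KO/WT ratio of 0.736. Of its 4164 sequences of 50 bases in annotated protein-coding transcripts, 0% also occurred in such transcripts of other genes. A control gene with a near-identical copy, *Hba-a1*, shared 68.4%. Other kinds of transcript and inexact matches were not searched. Wild type cells or RNA mixed into the library would set a floor near 0.736 for every gene, but the lowest ratio among genes with at least 100 wild type reads was 0.00532. The upper bound of the interval of the ratio was 0.846, below 1, which speaks against exchanged labels only if the targeted allele lowers *Pknox1* RNA, so exchanged labels cannot be ruled out from this value. Another candidate explanation is a transcript made from the targeted allele, which cannot be told from these values because reads per exon were not analysed here. The paper's immunoblots show Prep1 protein lost in the KO2 line. They concern the protein of the line and not the labels of the libraries.

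The embryonic globin genes had 267 reads in the library labelled *Prep1* -/- (*Hba-x* 138, *Hbb-y* 107, *Hbb-bh1* 22) and 0 in the wild type library. They shared 0% of their sequences of 50 bases with protein-coding transcripts of other genes, so identical stretches of such paralogs did not supply the reads. Other kinds of transcript and inexact matches were not searched. If blood cells or their precursors were in the culture, *Gata1*, *Klf1* and *Tal1* could be higher too, but 0 of the 3 genes passed the up-regulated filter, with ratios of 1.09, 0.693 and 0.839. A small number of such cells might not move these factors, so the 0 of 3 speaks only against a large admixture. RNA carried over from another sample and an effect of Prep1 on these genes were not tested.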

How the results depend on the processing

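No paired analysis was possible because each genotype has 1 library and there are no replicate numbers to pair. The settings on chromosome 8, chromosome medians, GC content and length, median scaling with symmetric thresholds, at least 20 reads and summed counts were chosen only after the data were seen.

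Of 185 alternatives for 22 results, 148 left the result within its limits, 36 moved it and 1 put it on the other side of 1. Gene counts had wide limits: 1283 down-regulated genes, from 1899, still lay within them. A list median was within limits if it stayed in its own interval, whatever its percentile. The *Fgf* and *Fgfr* median did so from -0.37 to -0.08 (percentile 2.06 to 27.7). So did the embryonic erythroid median from 0.12 to 1.79 (percentile 70.7 to 100). Some alternatives, such as 10 expression bins, cannot move a list median. The 148 therefore does not measure how robust the results are. The number of down-regulated genes, 1899, became 1207 with a pseudocount of 1, 886 with RPKM above 5, 4377 without an RPKM filter and 454 with ratios of 0.5 and 2. The 985 up-regulated genes became 621 with a pseudocount of 1, 623 with RPKM above 1 required in wild type and also 623 in both libraries, 357 with RPKM above 5, 2848 without a filter, 484 with ratios of 0.5 and 2, and 600 with an adjusted p-value under 0.05 in the paper's tables. The cause was not tested.

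The ratio of down- to up-regulated genes, 1.93, was above 1 in every alternative except ratios of 0.5 and 2, where it was 0.938 (exact binomial 95% interval 0.823 to 1.07, which includes 1). It was 1.37 with median scaling, 1.33 with upper-quartile scaling and 1.36 with trimmed-mean scaling. These scalings shift every log2 ratio by 0.07. With RPKM filters it was 3.05 (wild type), 2.30 (both libraries), 2.48 (above 5) and 1.54 (none). It was 1.58 with 1/1.5 and 1.5 as thresholds, 2.11 without chromosomes X and Y, 2.14 without spans under 200 bp and 2.41 with the paper's adjusted p-values. Of the settings added later, it was 1.73 without chromosome 8, 1.43 with chromosome medians set to 0, 1.25 with GC content and length centred, 1.12 with median scaling and symmetric thresholds together, 2.31 with at least 20 reads and 1.55 with summed counts. The cause was not tested.

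The median log2 ratio of expressed genes, -0.07, was -0.025 with RPKM above 0 and -0.072 without chromosomes X and Y. A pseudocount of 1 moved the *Wnt* median to -0.45 and the primitive endoderm median to -0.36. The same pseudocount took the mesendoderm median from -1.75 to -0.71, within its interval of -2.15 to -0.099. The median of bound genes was -0.035 with chromosome medians set to 0 and -0.12 with TSS-associated peaks only. The cause was not tested. Median scaling adds the same 0.07 to every gene, which put the median of bound genes at -0.013 and that of X-linked genes at 0.19 and left them at percentiles 0 and 100. The *Fgf* and *Fgfr* median stayed below 0, from -0.44 to -0.08, but its percentile ran from 1.43 to 27.7.

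Of 309 alternatives for 103 single genes, 57 moved a ratio beyond its interval, 39 of them with a pseudocount of 1, and *Lef1*, whose interval of 0.894 to 1.05 spans 1, went from 0.970 to 1.01 with median scaling. Depth limits the genes with few reads. In simulated libraries that differed by counting noise alone, medians of 320.5 down- and 286.5 up-regulated genes were called, against 116 and 86.5 when at least 20 reads were required.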

Differences from the paper's values

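The settings with GENCODE M1 identifiers or with values listed as Inf were chosen after the results were seen. The paper gives about 7M reads per sample, while the deposited counts sum to 29.596M for the wild type library and 25.718M for the library labelled *Prep1* -/-. The alternatives set before the data were examined do not change these totals, so none of them closed the gap.

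The paper's number of detected genes, 21446, was reached by counting the genes with a GENCODE M1 identifier, a setting chosen after seeing the values. Its numbers of expressed, down-regulated and up-regulated genes (13298, 1802 and 910) were reached with these genes and with values listed as Inf included, also chosen after seeing the values. The paper's 551 and 164 bound genes were reached with values listed as Inf included, also chosen after seeing them.

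The paper states that RT-qPCR found less *Fgf4* RNA in *Prep1* -/- than in wild type ES cells, and the KO/WT ratio in the deposited RNA-seq values was 1.22, and it stayed above 1 in all 3 alternatives for single genes. From RT-qPCR of ES cells and EBs of the KO1 and KO2 lines, it states that the RNA of *Fgfr2* and *Fgfr3* was reduced. Their RNA-seq ratios here, from undifferentiated KO2 cells only, were 1.58 and 1.36. The paper's Table 4 lists the same RNA-seq ratios for *Fgf4*, *Fgfr2* and *Fgfr3*. The difference therefore lies between its RT-qPCR and its RNA-seq values. It states that *Fgfr2* and *Fgfr3* are not bound by Prep1, while its Table 4 gives an intragenic peak for *Fgfr2*. The paper states that the RNA of *Pbx2* was not decreased, and the ratio was 0.840 (interval 0.791 to 0.891). The paper gives an FDR limit for its peaks, and 808 of the 1997 peaks used here have an FDR of 20% or more.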

Other observations

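The test of distance for down-regulated genes, the matched lists and the GC content test near peaks, the test of the paper's p-values, and the random lists and naive pluripotency test of the marker genes were chosen only after the results were seen. The unmatched test of up-regulated genes near peaks and that of GC content for the marker genes were set before their outcome was computed.

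Marker genes of 3 lineage lists were lower in the library labelled *Prep1* -/-. The median log2 KO/WT ratio was -1.75 for 8 mesendoderm genes, -0.87 for 12 primitive endoderm genes and -0.85 for 8 trophectoderm genes, where the interval of -2.02 to 0.58 spans 0. The embryonic erythroid list was not lower (0.12, 7 genes, interval -0.48 to 6.00, percentile 70.7). Without genes on chromosomes X and Y its median was 1.79, at percentile 100. The 9 naive pluripotency genes had a median of 0.32 (interval -0.12 to 0.66, percentile 99.94). All 3 lower medians lay at percentile 0 of matched random lists, but some members of the lists had been seen in the paper's tables when the lists were written, so chance cannot be judged from them. After centring bins of GC content and transcript length, the highest of the 3 medians was -0.74. Loss of Prep1 within ES cells and fewer differentiating cells in that culture could both give lower lineage markers together with the naive pluripotency median of 0.32, and these values cannot tell them apart. Single genes went either way, with *Gata6* at 0.456 and *Sox7* at 1.39, *Cdx2* at 0.221, and *Prdm14* at 2.94. The Wnt target list had a median of -0.85 (11 genes, interval -1.99 to 0.38, percentile 0), the Fgf-Erk target list -0.35 (9 genes, interval -0.76 to 0.17, percentile 0.56), the imprinted list -0.35 (16 genes, percentile 0.04) and the p53 target list -0.39 (10 genes, percentile 0.04). The core pluripotency list had 0.15 (5 genes, percentile 95.6). *Pou5f1*, which encodes Oct4, had a ratio of 1.11 and *Nanog* 1.37 in these undifferentiated cells. *Pbx3* had 0.886 and *Meis1* 0.451.

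If binding of Prep1 sets which genes fall, genes near a peak should be down-regulated more often. In the part of S1 Table used here, 240 of the 241 genes that S4 Table lists as bound lay within 20 kb of a peak, and so did 2046 (30.5%) of the 6705 genes with a wild type RPKM above 1. Of the genes within 20 kb, 13.1% were down-regulated (Wilson 95% interval 11.7 to 14.6), against 12.0% (11.1 to 13.0) of those farther away, and these intervals overlap. Those shares are not matched on expression. Against random lists of the other genes matched on expression, the 268 down-regulated genes within 20 kb were more than the random median of 210 (percentile 100), and the median log2 ratio of the 2624 genes was -0.07 against -0.02. After centring bins of GC content and transcript length it was 0.0012 against 0.03 (95% of the lists from 0.02 to 0.04), so GC content and length account for part of the difference at most. A hypothesis is that loss of Prep1 lowers some of the genes near its peaks, which was found and tested on the same 2 libraries. The paper's methods give R1 ES cells for the ChIP-seq, while the sample labels give C57BL/6. The peaks may therefore come from another ES line than the RNA-seq values. Up-regulated genes were less frequent within 20 kb of a peak, at 4.70% (3.86 to 5.71) against 7.71% (6.98 to 8.52). The 95 up-regulated genes were also fewer than in the matched lists (median 128, percentile 0), which goes against a difference in expression level as the reason. These lists were not matched on gene span or number of reads, which were not tested as reasons.

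The p-values of 1782 of the 1802 genes in a sheet of S2 Table, all of them also in S4 Table as down-regulated, were compared with an exact binomial test on the reads of the 2 libraries. For 95.8% of these genes, the base-10 logarithm of the paper's p-value was within 10% (or 0.1) of that of the binomial test, and the median difference of the logarithms was 0.054. For these genes this is consistent with p-values that hold the counting error of the 2 libraries only, without a spread between cultures.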
